# Overlapping and unique roles played by ROCK1 and 2 in the modulation of coding and long noncoding RNA expression

**DOI:** 10.1186/s12864-019-5715-0

**Published:** 2019-05-22

**Authors:** He-Ming Zhou, Ji-Gang Zhang, Xue Zhang, Guo-Rong Fan, Gao-Lin Liu, Qin Li

**Keywords:** ROCK, Microarray, DElncRNA, DEmRNA

## Abstract

**Background:**

Our previous study described the crucial role of Rho-associated coiled-coil containing-kinases (ROCK) in hepatocellular carcinoma (HCC). However, the potential significance of long noncoding RNA downstream of ROCK is largely unknown. Here, a comprehensive comparative bioinformatics analysis of a microarray of an MHCC-97H cell line overexpressing ROCK1 or ROCK2 was performed.

**Results:**

Numerous lncRNAs and mRNAs were deregulated by Rho-associated coiled-coil containing kinases 1 and 2. These results were consistent with the qRT-PCR results. Compared with MHCC-97H-Con, which was transfected with a null vector, the GO analysis revealed differentially expressed mRNAs (DEmRNAs) in MHCC-97H-ROCK1 (ROCK1 was overexpressed) enriched in apoptotic cell clearance, the cyclooxygenase pathway and bone trabecula morphogenesis; the DEmRNAs in MHCC-97H-ROCK2 (ROCK2 was overexpressed) were enriched in VEGF production, chemokine-associated signaling pathways, acute inflammatory response and vasoconstriction. Compared with MHCC-97H-ROCK2, the DEmRNAs in MHCC-97H-ROCK1 were involved in the JAK-STAT cascade, the Akt signaling pathway and the activity of several different peptidases. The pathway analysis of ROCK1 and ROCK2 revealed an overlap in the VEGF signaling pathway, ECM-receptor interaction, and adhesion and differences in the PPAR signaling pathway and mismatch repair. The predicted targets of the differentially expressed lncRNA (DElncRNAs) were enriched in the p53 signaling pathway, Jak-STAT signaling pathway, etc.

Several hub DElncRNAs were identified.

**Conclusions:**

ROCK1 and 2 modulate the expression of numerous mRNAs and lncRNAs and may participate in several signaling pathways in HCC. Several hub molecules were identified in the lncRNA-mRNA networks. Our results provide baseline data for ROCK1 and 2 regulation in HCC that might have implications for further research.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5715-0) contains supplementary material, which is available to authorized users.

## Background

Rho-associated coiled-coil-containing kinases (ROCK) were originally identified as major effectors of RhoA small GTPase [1–4], and two isoforms, i.e., ROCK1 and ROCK2, have been identified [5]. ROCK belong to the AGC family of serine/threonine kinases and play vital roles in cell. Since the identification of ROCK1 and ROCK2, studies have focused on their roles in the regulation of the actin-myosin cytoskeleton [6]; their actin organization regulates the formation of stress fibers and the focal adhesion complex, apoptosis and development, cell proliferation and cytokinesis, thereby modulating the process of migration, metastasis and invasion in carcinoma. More than two decades after their discovery, their fundamental cell biology, function and molecular structure have been extensively studied [7]. Our previous studies explored how ROCK modulated the pathogenesis of hepatocellular carcinoma (HCC) [8, 9]. Nevertheless, the molecular details of these biochemical mechanisms remain unknown. A better understanding of the global molecular changes mediated by ROCK1 and 2 may be helpful for identifying the mechanism of pathophysiology.

Utilizing shRNA technology to knockdown the expression of ROCK1 and 2 has been reported to induce large-scale changes in global miRNA expression [10]. Moreover, several studies have reported that long non coding RNAs (lncRNAs) may regulate the cytoskeleton by ROCK signaling during tumor migration and metastasis, indicating that ROCK are associated with lncRNA during key steps in carcinoma [11–13]. Similar to its broad effects on global miRNA transcriptional expression, these studies have suggested that the activity of ROCK1 and 2 may affect the level of several coding and long noncoding RNAs. To further understand the functional significance of mRNAs and lncRNAs in ROCK-mediated pathological processes in HCC, RNA sequencing technology was utilized to profile the mRNA and lncRNA expressional signatures in three pairs of ROCK1 overexpression, ROCK2 overexpression and normal control MHCC-97H cell lines, which have a high metastatic ability [14]. Taken together, our study focused on differentially expressed mRNAs (DEmRNAs) and lncRNAs (DElncRNAs) located downstream of Rho/ROCK pathways and formulated network charts to identify crucial nodal molecules.

## Results

### ROCK isoforms were overexpressed in MHCC-97H

ROCK1 and ROCK2 stably expressing cells were established. To determine whether upregulation was achieved, a western blot analysis of whole cell lysates from these experimental samples was conducted to assess the expression levels of ROCK1 and 2. As shown in Additional file 1, both ROCK1 and 2 were observed at detectable levels.

### Overview of the expression profiles

To determine the differences in the mRNA and lncRNA expression profiles among the MHCC-97H-ROCK1, MHCC-97H-ROCK2 and MHCC-97H-Con cell lines, 9 plates of cells were prepared. The total RNAs were extracted for microarray. 

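MHCC-97H is a human hepatocellular carcinoma cell line. RNA from 3 plates each of MHCC-97H-Con, MHCC-97H-ROCK1 and MHCC-97H-ROCK2 cells was hybridized to 9 one-colour Agilent lncRNA arrays, 1 array per plate. Each array holds 180880 spots, of which 175906 carry 120864 different probes for mRNAs and lncRNAs. Of these probes, 65822 are spotted 1 time and 55042 are spotted 2 times. The share of spots well above background was 55.3%, 59.4% and 58.8% on the Con arrays, 56.2%, 51.5% and 52.5% on the ROCK1 arrays and 53.5%, 51.0% and 43.7% on the ROCK2 arrays, and no spot was saturated. The median local background was 32 intensity units on the array of ROCK2 replicate 3 and 18 to 21 on the other 8 arrays. The arrays lay on 3 slides. Slide 1 held the 3 Con arrays and ROCK1 replicate 1, slide 2 held ROCK1 replicates 2 and 3 with ROCK2 replicates 1 and 2, and slide 3 held ROCK2 replicate 3. The authors extracted the intensities with Feature Extraction and normalized them with the quantile method in limma. The values here start from the deposited processed intensities of each array, which were put on the log2 scale, quantile normalized and averaged over the spots of a probe. A probe was tested when it was well above background on all 3 arrays of at least 1 group, which kept 65433 probes. The groups were compared with limma over all 9 arrays and the Benjamini-Hochberg adjustment. The files name each probe by a number and do not pair it with a gene, so mRNA and lncRNA probes are counted together and the probes are not named by gene. The p-values rest on 1 spread per probe, pooled over the plates of all 3 groups. That spread includes slide differences within the ROCK1 and ROCK2 groups but none within Con, whose arrays share slide 1. The plates of a group come from 1 cell line, so the spread between separately made lines was not measured. The number of arrays limits the precision.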

Using a method of Limma and level of significance of *p* < 0.05 and a fold change (FC) > 2, 840 DEmRNAs were identified in the MHCC-97H-ROCK1 cells, including 183 (21.79%) downregulated and 657 (78.21%) upregulated DEmRNAs, and 1022 DElncRNAs were identified in the ROCK1 upregulated samples, including 303 (29.65%) upregulated and 719 (70.35%) downregulated DElncRNAs. 

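In MHCC-97H-ROCK1 cells, 1641 of the tested probes were higher and 1161 were lower than in MHCC-97H-Con cells at an unadjusted limma p under 0.05 and a fold change over 2. At an adjusted p under 0.05 and with no limit on the fold change, 6902 probes were higher and 6350 were lower. Most of these changes were small, with a median fold of 1.58 among the higher probes and 1.45 among the lower ones. More than 4-fold changes were found for 164 higher and 43 lower probes. A further view is given by detection, since 142 of the higher probes were well above background on all 3 ROCK1 arrays and on no Con array, and 222 of the lower probes on all 3 Con arrays and on no ROCK1 array. CUST_29609_PI430048170 was at least 4.99-fold higher in ROCK1 cells (adjusted p = 5.14e-05 from limma). Its log2 level was 4.98 ± 0.18 (SD, n = 3) in ROCK1 cells, and on the Con arrays, where it was not well above background, its signal was 1.02 ± 0.23 (SD, n = 3). The lower bounds set the mean of the bright group against the lowest signal that was well above background on each array of the dim group, or the probe's own signal where that was higher. They hold for the main processing only and include no sampling error. CUST_49020_PI430048170 was at least 7.56-fold lower in ROCK1 cells (adjusted p = 2.58e-04 from limma), with 5.97 ± 0.33 (SD, n = 3) in Con cells and a signal of 1.90 ± 0.32 (SD, n = 3) on the ROCK1 arrays, where it was not well above background. Both were named by their fitted log2 fold changes, 3.97 (standard error 0.14) and -4.07 (standard error 0.26), which rest on that dim signal and do not rank the probes. The difference of the 3 prime and 5 prime control probes, a sign of RNA quality, was 2.53 to 2.61 on the ROCK1 arrays and 2.37 to 2.45 on the Con arrays for GAPDH, and 5.04 to 5.16 and 4.69 to 4.83 for PGK1, on the log2 scale. Of 10 spike-in probes, whose RNA is added in equal amounts, 8 were higher on all 3 ROCK1 arrays than on all 3 Con arrays, by 0.055 to 0.31 on the log2 scale. With the slide as a fixed block, 2777 probes were called at the adjusted threshold and 1581 at the unadjusted threshold with the fold limit, and within slide 1 alone, where 1 ROCK1 array met 3 Con arrays and was assumed to vary as they do, the counts were 222 and 1587. In both of these fits the fold change of a probe rests on ROCK1 replicate 1 alone against the 3 Con arrays. They are not separate checks of 3 arrays against 3. Without ROCK1 replicate 1, 2 or 3 the adjusted count was 19917, 6975 or 6670, and without Con replicate 1, 2 or 3 it was 6038, 4997 or 6428. At the unadjusted threshold with the fold limit it was 5010 without ROCK1 replicate 1 and 1836 without ROCK1 replicate 2. Normexp background correction added an offset of 50, against median processed signals of 9.46 to 14.3 per array, which shrinks the folds of dim probes. After it 340 probes were higher and 100 were lower at that threshold, and the adjusted count was 15945. The fitted log2 fold changes of the probes named above were then 0.65 and -1.02, which are smaller changes than their lower bounds. The stricter filter left 1107 higher and 413 lower probes at the unadjusted threshold with the fold limit, and no filter gave 2562 and 2024. At the adjusted threshold no filter gave 7179 probes, the slide as a random block 8022 and the methods' t-test with the adjustment 6322.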

Unsupervised hierarchical clustered heat maps of the expression of DElncRNAs and DEmRNAs in the MHCC-97H-ROCK1 cells are displayed in Fig. 1a **(a1) and (a2)**. Based on Fig. 1a **(a1) and (a2)**, the DElncRNAs and DEmRNAs were all clustered into the MHCC-97H-ROCK1 cells and MHCC-97H-Con cells, respectively. 

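Average-linkage clustering of all 9 arrays on 1 minus Pearson's r over the tested probes, divided into 3 clusters, placed the 3 Con arrays with ROCK1 replicate 1, placed ROCK1 replicates 2 and 3 with ROCK2 replicates 1 and 2, and left ROCK2 replicate 3 alone. These clusters are those of the 3 slides. The 6 ROCK1 and ROCK2 arrays, divided into 3 clusters over the same probes, did not follow the slides. There ROCK1 replicate 1 fell with ROCK2 replicates 1 and 2, ROCK1 replicates 2 and 3 formed a cluster, and ROCK2 replicate 3 stood alone. When the 6 ROCK1 and Con arrays were clustered over the same probes and divided into 2 clusters, ROCK1 replicate 1 fell with the Con arrays. Divided into 3 clusters, it stood alone. Over the 2802 probes past the unadjusted p and fold limits, which were selected on the difference between the same 6 arrays, the 2 clusters were the 3 Con arrays and the 3 ROCK1 arrays. ROCK1 replicate 1 correlated across probes with the Con arrays at r between 0.9885 and 0.9896, and with ROCK1 replicates 2 and 3 at 0.9854 and 0.9886. The Con arrays correlated with one another at r between 0.995 and 0.996. Probes are not independent replicates.

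**Figure D1:**
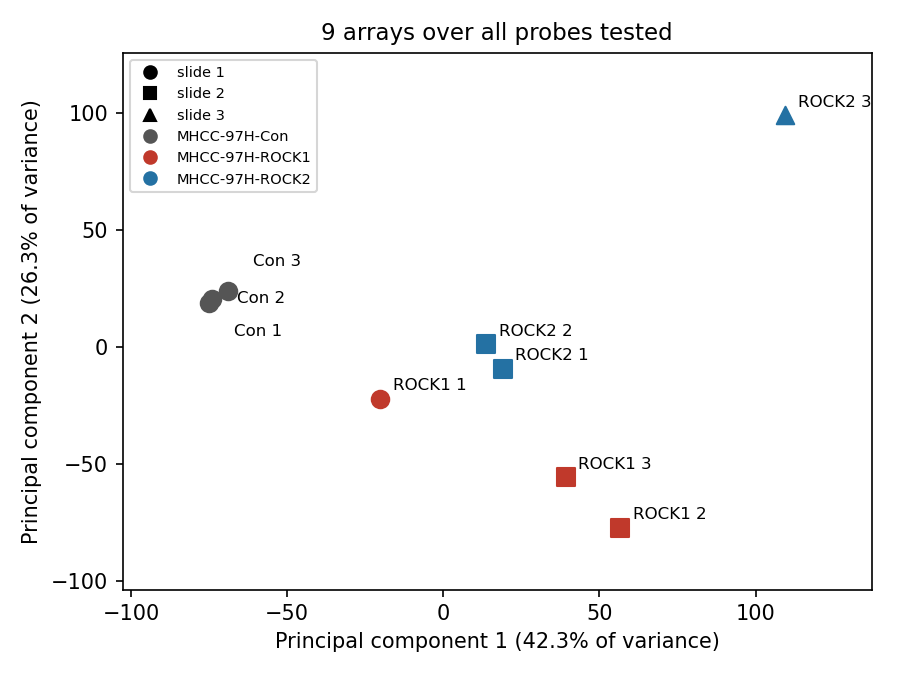
The first principal component (x axis, 42.3% of the variance) and the second (y axis, 26.3%) of the 9 arrays over all tested probes, with the group in colour and the slide as the marker. The 3 Con arrays lie together, ROCK1 replicate 1 lies between them and the arrays of slide 2, and ROCK2 replicate 3 lies apart.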

Although the sample size was limited, we found that the DElncRNAs and DEmRNAs could distinguish the MHCC-97H-ROCK1 group from the normal control group. The microarray data of the DElncRNAs and DEmRNAs are presented in scatter plots in Fig. 1b **(b1) and (b2)** and volcano plots in Fig. 1c **(c1) and (c2)**. Among the DElncRNAs, ENST00000568776 and lnc-EXT1–1:1 were the most upregulated and downregulated, respectively. Additionally, NM_000090 (COL3A1) and NM_0012830569 (CCDC198) were the most significantly upregulated and downregulated mRNAs in MHCC-97H-ROCK1, respectively. All DElncRNAs were distributed in all chromosomes, including sex chromosomes X and Y. Furthermore, the DEmRNAs were widely distributed in chromosomes other than sex chromosome Y.

**Fig. 1:**
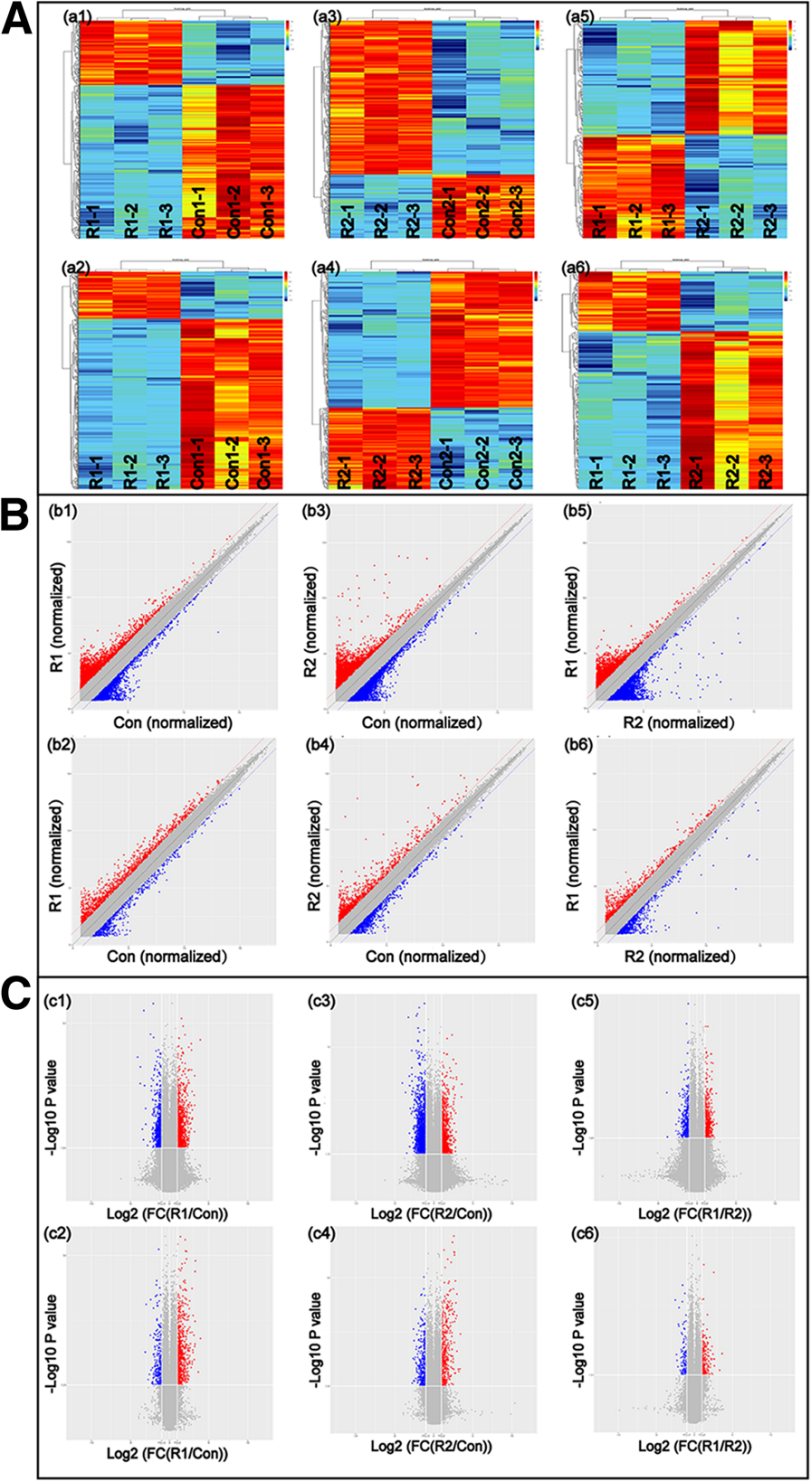
Overview of the microarray data. a **Heatmaps** Heatmaps of DElncRNAs **(a1) and (a3)** and DEmRNAs **(a2) and (a4)** in R1 and R2 compared with Con and in a comparison between R1 and R2 **(a5) and (a6)** are shown. Red indicates higher expression, while green indicates lower expression. b **Scatter plots** Scatter plots of differentially expressed lncRNAs **(b1) and (b3)** and mRNAs **(b2 and b4)** in R1 and R2 compared with Con. DElncRNAs **(b5)** and DEmRNAs **(b6)** in R1 compared with those in R2. The X-axis of the scatter plot represents the normalized signal values from the control group, and the Y-axis of the scatter plot represents the normalized signal values from the test group. The plots falling on the Y = X line (the median line in the figure) represent no signal value differences between the two chips. The plots falling outside of the 45° line on both sides of the median line represent signal value differences between the two chips with a fold change > 2 or < 0.5. The scatter plots show the genes that were upregulated and downregulated by 2-fold with red and green plots, respectively. c **Volcano plots** Volcano plots of DElncRNAs **(c1) and (c3)** and DEmRNAs **(c2) and (c4)** in R1 and R2 compared to Con. DElncRNAs **(c5)** and DEmRNAs **(c6)** in R1 compared with R2. The volcano plots were constructed using the fold change values and *p*-values. The X axis represents Log2 (fold change), and the Y axis represents -log10 (*p*-value). The vertical lines correspond to a 2.0-fold increased and decreased change, and the horizontal line represents a *p-*value = 0.05. The red and green dots represent the upregulated and downregulated genes, respectively

Subsequently, using the same level of significance of *p* < 0.05 and FC > 2, 1119 DElncRNAs were observed between the MHCC-97H-ROCK2 group and normal control group, including 327 (29.22%) DElncRNAs that were more expressed than usual and 792 (70.78%) DElncRNAs that were less expressed than usual. ENST00000568776 was the most upregulated, while lnc-UCK1–2:1 was the most downregulated among all DElncRNAs. In total, 500 DEmRNAs were filtered, including 312 (62.40%) upregulated DEmRNAs, and the remaining (37.60%) DEmRNAs were downregulated. NM_005780 (LHFPL6) was the most upregulated DEmRNA, with an FC value of 10.76. NM_001004686 (OR2 L2) was the most downregulated DEmRNA, with an FC value of 6.70. 

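In MHCC-97H-ROCK2 cells, 893 probes were higher and 2338 were lower than in MHCC-97H-Con cells at an unadjusted limma p under 0.05 and a fold change over 2. The adjusted threshold called 3645 higher and 2846 lower probes, with median folds of 1.58 and 1.66. Of the lower probes called at the adjusted threshold, 491 were well above background on all 3 Con arrays and on no ROCK2 array, and of the higher ones 27 were so on all 3 ROCK2 arrays and on no Con array. The share of spots well above background was also lower on each ROCK2 array than on each Con array, and ROCK2 replicate 3 stood apart with the lowest share and the highest local background. Without this array, an alternative chosen after seeing the data, 376 probes were lost and 103 gained in this way. Without ROCK2 replicate 1 or 2 the lost probes fell alike, to 377 or 407, and 34 or 39 were gained. Of the 10 spike-in probes, 7 were higher on all 3 ROCK2 arrays than on all 3 Con arrays, by 0.066 to 0.53 on the log2 scale. CUST_29609_PI430048170, also named for ROCK1 cells, was at least 3.90-fold higher in ROCK2 cells (adjusted p = 4.35e-05 from limma), with a log2 level of 4.62 ± 0.11 (SD, n = 3), and was not well above background on any Con array. CUST_81384_PI430048170 was at least 3.30-fold lower (adjusted p = 4.24e-04 from limma), with 5.16 ± 0.32 (SD, n = 3) in Con cells and a signal of 1.09 ± 0.38 (SD, n = 3) on the ROCK2 arrays, on none of which it was well above background. The fitted log2 fold changes by which they were named, 3.61 (standard error 0.14) and -4.07 (standard error 0.29), rest on that dim signal and do not rank the probes. With the slide as a fixed block the fitted log2 fold change of CUST_81384_PI430048170 was -3.41 and its adjusted p from limma was 0.0655, and over the other alternatives that gave it a value its adjusted p stayed under 0.05. No slide held both ROCK2 and Con arrays. With the slide as a fixed block, ROCK2 was set against Con only by way of the ROCK1 arrays of slides 1 and 2. The step to Con then rests on ROCK1 replicate 1 alone, and ROCK2 replicate 3 does not enter the fold change. In that fit 213 probes were called at the adjusted threshold, and 926 were higher and 970 lower at the unadjusted threshold with the fold limit. With the slide as a random block 1336 probes were called at the adjusted threshold, and 691 were higher and 917 lower at the other. Without ROCK2 replicate 3 the unadjusted threshold with the fold limit gave 1078 higher and 1566 lower probes. After normexp background correction, whose offset shrinks the folds of dim probes, the adjusted threshold called 9175 probes. The fitted log2 fold changes of the probes named above were then 0.52 and -0.72, which are smaller changes than their lower bounds in the main processing. The unadjusted threshold with the fold limit then gave 131 higher and 61 lower probes. With the filter that asks for signal well above background on all 9 arrays, 596 probes were higher and 324 were lower, and with no filter 2653 and 3928, with 3020 probes called at the adjusted threshold. Without ROCK2 replicate 3 the adjusted threshold called 4304 probes, without ROCK2 replicate 1 or 2 it called 2819 or 3032, without Con replicate 1, 2 or 3 it called 1633, 1375 or 2781, and without ROCK1 replicate 1, whose group is part of the fit, 10217.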

The features of the DElncRNAs and DEmRNAs are illustrated in a heatmap **(**Fig. 1a **(a3) and (a4))**, scatter plots **(**Fig. 1b **(b3) and (b4))** and volcano plots **(**Fig. 1c **(c3) and (c4))**. The DElncRNAs were ubiquitously expressed in all chromosomes from chromosome 1 to chromosome Y. The DEmRNAs were also extensively distributed. The DEmRNAs were distributed in all chromosomes except for sex chromosome Y.

Next, we compared the expression characteristics of the following two isoforms: ROCK1 and ROCK2. The screening criteria were set at *p* < 0.05 and FC > 2, and the results showed that the number of total DElncRNAs was 174. Compared with the MHCC-97H-ROCK2 cells, the expression of 83 (47.70%) lncRNAs was decreased, and the expression of 91 (52.30%) lncRNAs was increased in the MHCC-97H-ROCK1 cells. Similarly, we detected 197 DEmRNAs between the MHCC-97H-ROCK1 group and the MHCC-97H-ROCK2 group, including 54 (27.41%) DEmRNAs that were lowly expressed and 143 (72.59%) DEmRNAs that were highly expressed. 

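Between MHCC-97H-ROCK1 and MHCC-97H-ROCK2 cells, 764 probes were higher and 315 were lower in ROCK1 cells at an unadjusted limma p under 0.05 and a fold change over 2. At the adjusted threshold 1475 probes were higher and 2737 were lower in ROCK1 cells, with median folds of 1.57 and 1.46. Of the higher ones, 69 were well above background on all 3 ROCK1 arrays and on no ROCK2 array, and of the lower ones 10 on all 3 ROCK2 arrays and on no ROCK1 array. Without ROCK2 replicate 3, the array with the fewest spots well above background, these counts were 35 and 31, an alternative chosen after seeing the data. They were 0 and 0 without ROCK2 replicate 1 and 3 and 0 without ROCK2 replicate 2, where the adjusted threshold called 1 and 5 probes. The lowest adjusted p was 0.019, and the adjusted count depended on the arrays in the fit. It was 0 when limma was fitted to the 6 ROCK1 and ROCK2 arrays alone, where 13517 probes had an unadjusted p under 0.05 against 17915 over all 9 arrays, and the limma count was 0 without Con replicate 1, Con replicate 2 or ROCK1 replicate 2, 5 without Con replicate 3, ROCK1 replicate 3 or ROCK2 replicate 2, and 1 without ROCK2 replicate 1, while 14305 to 17034 probes had an unadjusted p under 0.05. The methods' t-test called 613 probes at the unadjusted threshold with the fold limit and 1 after the adjustment. With the slide as a fixed block the fold changes rest on the arrays of slide 2, as they do within slide 2 alone, with 2 arrays of each group. The fixed-block fit takes its spread from the Con arrays as well. With it the adjusted threshold called 9197 probes, and within slide 2 alone it called 0 while 18307 had an unadjusted p under 0.05. Without ROCK1 replicate 1 it called 7321 and without ROCK2 replicate 3 it called 1347. At the unadjusted threshold with the fold limit the count was 1690 without ROCK1 replicate 1, 1927 without ROCK2 replicate 1 and 1762 without ROCK2 replicate 2, 1749 with the slide as a fixed block and 1641 within slide 2. Without ROCK2 replicate 3 that threshold gave 584 higher and 523 lower probes. It gave 75 higher and 32 lower probes after normexp background correction, 203 and 170 with the stricter filter, and 1597 and 1389 with no filter. The adjusted count was 8603 after normexp correction, 7848 with the stricter filter and 9859 with the slide as a random block, and limma called 0 with no filter, where 20458 probes had an unadjusted p under 0.05. On the 75th percentile scale the adjusted calls were 1743 higher and 6324 lower probes.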

Heatmaps **(**Fig. 1a **(a5) and (a6))**, scatter plots **(**Fig. 1b **(b5) and (b6))** and volcano plots **(**Fig. 1c **(c5) and (c6))** were intuitively constructed. NM_194286 (SRRM4) and NM_021957 (GYS2) were the most up- and downregulated DEmRNAs. In this comparison, the DEmRNAs were distributed in all euchromosomes and sex chromosome X but not in sex chromosome Y. However, the DElncRNAs were not distributed in euchromosomes 21 and 22 and sex chromosome Y. Taken together, these results highlight the specificity and distinction of the ROCK1 and ROCK2 isoforms. 

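Of the 13252 probes called in ROCK1 against Con and the 6491 called in ROCK2 against Con at the adjusted threshold, 3643 were called in both and moved the same way, 2543 up and 1100 down, and 16 moved in opposite ways. Independent lists of these sizes would share 384 probes up and 276 down. Among the 3643 shared probes, 243 also differed between ROCK1 and ROCK2 cells at the adjusted threshold, as did 4212 (6.4%) of all 65433 tested probes. With limma fitted to the 6 ROCK1 and ROCK2 arrays alone that list of 4212 fell to 0. Both comparisons use the same 3 Con arrays. At the unadjusted threshold with the fold limit, 1115 probes were shared in the same direction, against 44.5 on average in 20 simulated sets of unchanged groups against shared Con arrays. The covariance of the log2 fold changes across probes was 0.166, against 0.0258 in the simulated sets, and their correlation was 0.687, against 0.499. The simulated arrays held no slide effect, whereas ROCK1 replicates 2 and 3 share slide 2 with ROCK2 replicates 1 and 2 and the Con arrays lie on slide 1, and the correlation within slides estimated over all probes was 0.534. Part of the excess over independent lists may come from the shared Con arrays, which are too few to give each comparison at least 2 of its own. With the slide as a fixed block the shared calls numbered 181. In that fit the fold change of ROCK2 against Con contains the whole of that of ROCK1 against Con. Shared calls are thus built in, and this count does not measure sharing apart from the slides. The shared calls numbered 1227, 1013 and 1834 without Con replicates 1, 2 and 3, 6879 and 2136 without ROCK1 replicates 1 and 3, and 1767 and 1941 without ROCK2 replicates 1 and 2. From the results of these comparisons, the paper states that the isoforms are specific and distinct. From its pathway analysis it also reports that both overlap, in adhesion, ECM-receptor interaction and VEGF signaling.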

We have uploaded our data files according to the requirement of GEO and our records have been approved and assigned GEO accession numbers by GSE122145.

### GO, KEGG and Reactome analysis of differentially expressed mRNAs

The functional implication of the DEmRNAs was further investigated by GO [15], KEGG [16] and Reactome [17] enrichment analyses. Based on the GO analysis, the DEmRNAs were associated with molecular function, biological process and cellular components.

First, compared with the MHCC-97H-Con cells, the GO enrichment analysis (Fig. 2a) showed that in the MHCC-97H-ROCK1 cells, the DEmRNAs were especially enriched in following subcategories: regulation of apoptotic cell clearance, the cyclooxygenase pathway and bone trabecula morphogenesis. Calcium independent cell-cell adhesion and the regulation of cell migration, which are involved in sprouting angiogenesis, were also included in the top 30 GO terms. These results indicate that these DEmRNAs, which were specifically expressed in the MHCC-97H-ROCK1 cells compared with those in the MHCC-97H-Con cells, possibly participate in reactive oxygen species (ROS)-mediated cell apoptosis or cause modality change.

**Fig. 2:**
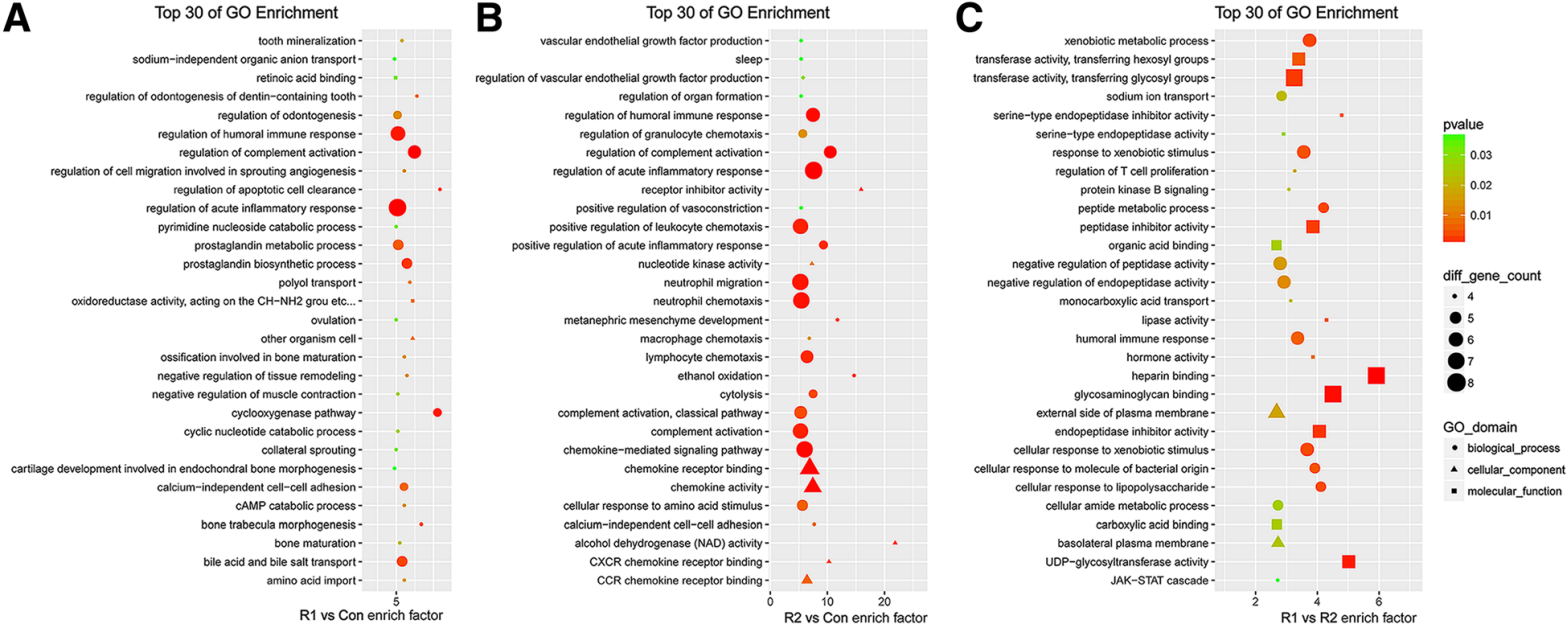
**GO enrichment analysis of DEmRNAs.** The top 30 GO enrichment terms of the DEmRNAs are listed. The left terms (**a**) represent the R1 vs Con comparison, the middle terms (**b**) represent the R2 vs Con comparison and the right terms (**c**) represent the R1 vs R2 comparison. The bubble charts illustrate the terms in which the DEmRNAs were enriched. The enrichment factor was calculated by (the number of different genes in a term/total number of different genes in a term)/(total number of genes in a term/total number of genes in a database). A *p*-value < 0.05 was considered statistically significant

Therefore, we identified DEmRNAs between the MHCC-97H-ROCK2 group and the control group. Based on the GO enrichment analysis (Fig. 2b), the DEmRNAs were implicated in vascular endothelial growth factor (VEGF) production, several chemokine-associated signaling pathways and the acute inflammatory response. Regulation vasoconstriction was also included in the top 30 GO terms. Moreover, we contrasted the MHCC-97H-ROCK1 group with the MHCC-97H-ROCK2 group. The GO enrichment analysis (Fig. 2c) suggested that the DEmRNAs were involved in the JAK-STAT cascade, protein kinase B (Akt) signaling pathway, and the activity of several different peptidases. We could likely delve deeper into these terms to identify more distinctive factors between ROCK1 and ROCK2.

A KEGG analysis was performed to identify the possible pathways of ROCK1 and 2. Compared with the MHCC-97H-Con cells, the DEmRNAs in the ROCK1 upregulated groups were enriched in the VEGF signaling pathway, ECM-receptor interaction and focal adhesion (Fig. 3a). Compared with the normal control group, extracellular matrix (ECM)-receptor interaction and cell adhesion molecules (CAMs) participated in the ROCK2-mediated biological processes (Fig. 3b). In addition, diseases, such as Graft-versus-host disease, malaria and cancer, were enriched in both comparison groups, suggesting that the two isoforms were both a part of the parameters that induced these pathogeneses. Furthermore, the MHCC-97H-ROCK1 and MHCC-97H-ROCK2 cells were contrasted (Fig. 3c); the DEmRNAs were clustered in the peroxisome proliferator-activated receptor (PPAR) signaling pathway, mismatch repair and metabolism of many substances, suggesting the distinctive functions of the isoforms.

**Fig. 3:**
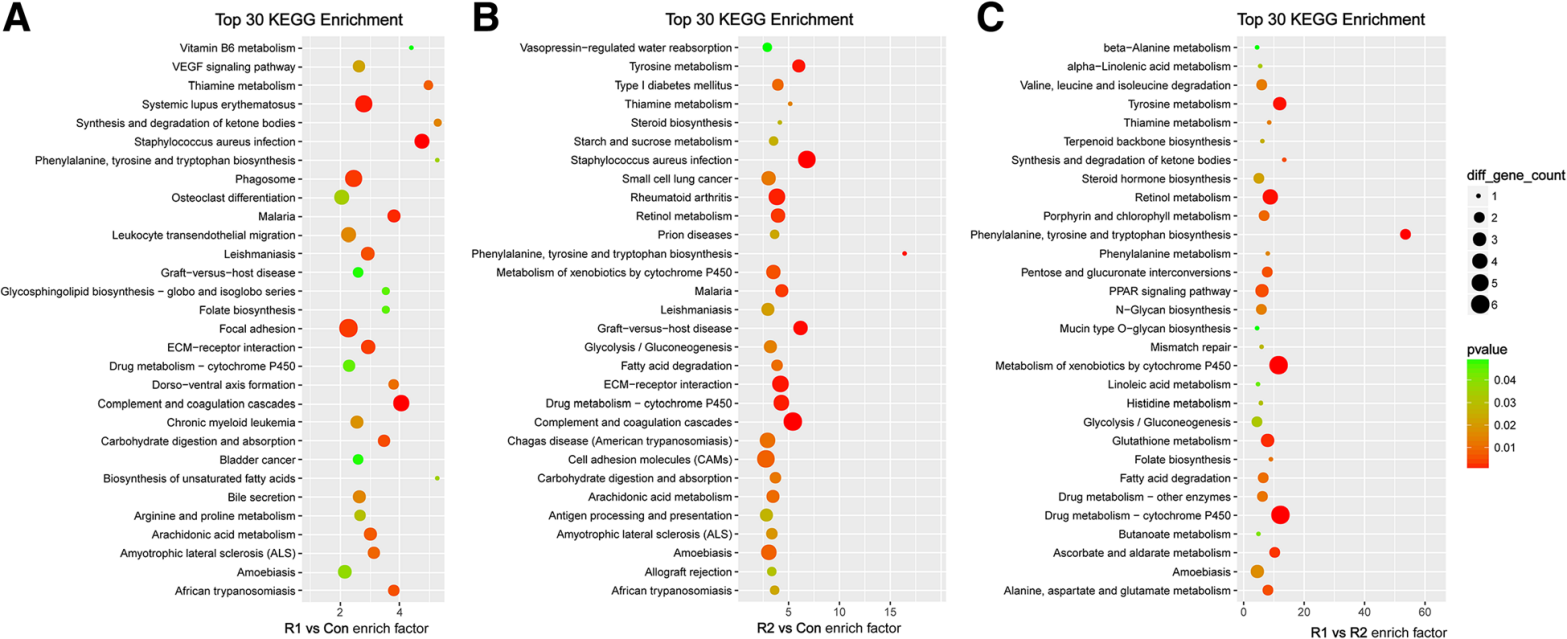
Pathway enrichment analysis of DElncRNAs. The top 30 pathway enrichment terms of the DElncRNAs are listed. **a** represents the R1 vs Con comparison, **b** represents the R2 vs Con comparison and (**c**) represents the R1 vs R2 comparison. The bubble charts illustrate the terms in which the DElncRNAs were enriched. The enrichment factor was calculated by (the number of different genes in a term/total number of different genes in a term)/(total number of genes in a term/total number of genes in a database). *P* < 0.05 was considered statistically significant

Reactome analysis was performed for further pathway enrichment. Detailed information in Supporting Materials. To sum up, comparing with MHCC-97H-Con, the DEmRNAs in the MHCC-97H-ROCK1 affected cell migration, assembly and organization of ECM, p53 signaling pathway which regulated apoptosis and senescence, regulation of gene expression etc., which was consistent with GO and KEGG analysis; the DEmRNAs in the MHCC-97H-ROCK2 clustered in inflammatory response, which was similar to GO and KEGG analysis. Moreover, the MHCC-97H-ROCK1 and MHCC-97H-ROCK2 cells were contrasted, with Reactome showing that DEmRNAs focused on metabolic disorder. Specially, the results of Reactome emphasized DEmRNAs in this comparison involved in several interleukin-associated signaling pathways, which distinguished with GO and KEGG.

### GO, KEGG and Reactome enrichment analyses of DElncRNA prediction targets

LncRNAs have been shown to modulate the expression of adjacent and distantly located target genes by cis- or trans-acting regulation, respectively. Altogether, 759 cis target genes and 9391 trans target genes were identified in the GO and KEGG analyses. Compared with MHCC-97H-ROCK1 and MHCC-97H-Con, the cis target GO (Fig. 4a) was mainly enriched in cell response to chemicals, cell differentiation and regulation of telomerase, while the trans target GO (Additional file 2)A principally focused on fatty acid-related metabolic processes. Cis target KEGG enrichment (Fig. 5a) mainly clustered in several cancers and carcinomas, vascular smooth muscle contraction and focal adhesion, while the trans target KEGG (Additional file 3)**A** were enriched in the p53 signaling pathway, lysosome and ubiquinone and other terpenoid-quinone biosynthesis. In contrast to MHCC-97H-ROCK2 and MHCC-97H-Con, the cis target GO enrichment (Fig. 4b) focused on the terms endodermal cell fate specification and commitment and regulation of cardiac muscle cell action potential, while the trans target GO (Additional file 2)**B** mainly clustered in antigen processing, presentation of exogenous processing, T cell mediated cytotoxicity and MHC class I protein complex, all of which are involved in the immune system. The Cis target KEGG (Fig. 5b) enrichment was mainly observed in pathways in cancer and the calcium signaling pathway, while the trans target KEGG (Additional file 3) **B** enrichment was observed in the p53 signaling pathway and Jak-STAT signaling pathway. Compared with MHCC-97H-ROCK2, 132 cis target genes and 1891 trans target genes were identified in MHCC-97H-ROCK1 and subjected to GO and KEGG analyses. The DElncRNA target prediction in MHCC-97H-ROCK1 indicated the following: the cis target GO (Fig. 4c) was mainly enriched in ribosome, endosome and vesicular transport, while the trans target GO (Additional file 2) **C** principally focused on satellite cell proliferation, pyramidal neuron development and differentiation. The Cis target KEGG (Fig. 5c) enrichment mainly focused on fatty acid metabolism, while the trans target KEGG (Additional file 3) **C** enrichment was observed in the p53 signaling pathway, ubiquinone and other terpenoid−quinone biosynthesis and substance metabolism.

**Fig. 4:**
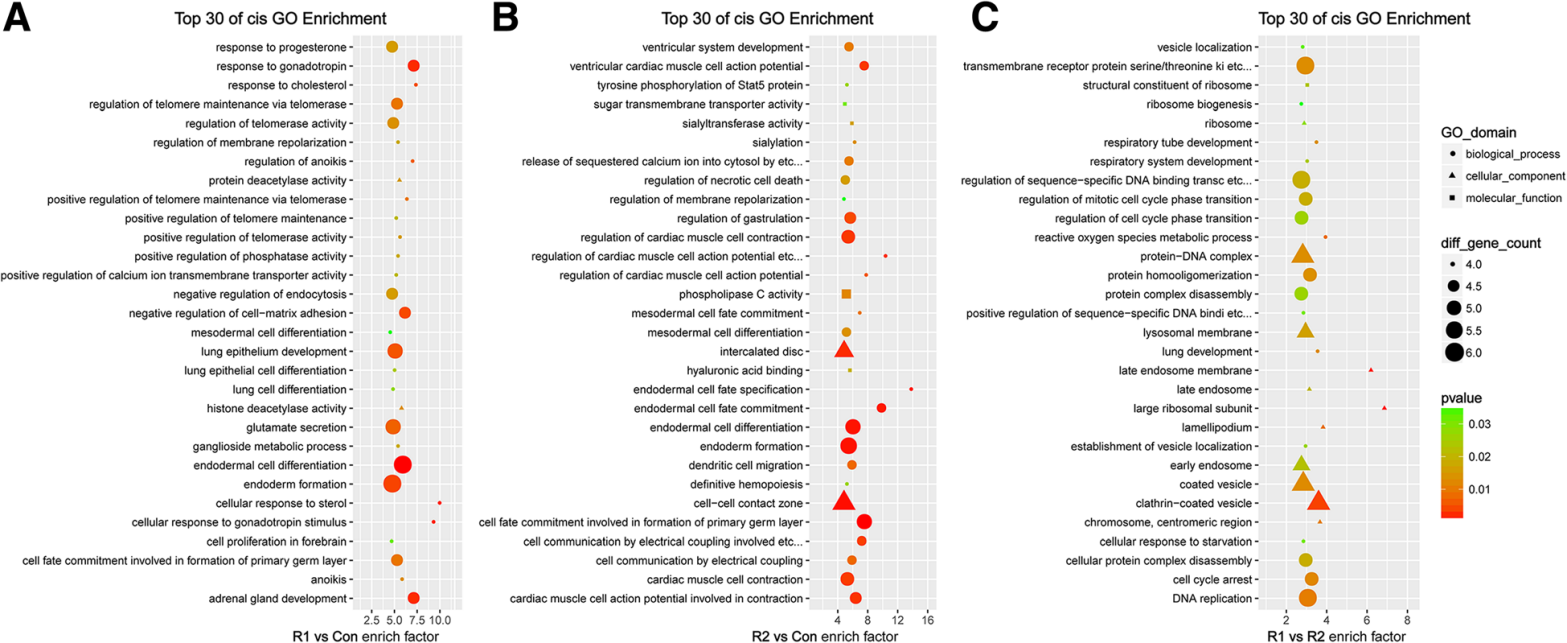
GO enrichment analysis of cis prediction targets. The top 30 GO enrichment terms of the cis prediction target genes of the DElncRNAs are listed. **a** represents the R1 vs Con comparison, **b** represents the R2 vs Con comparison and (**c**) represents the R1 vs R2 comparison. The bubble charts illustrate the GO terms in which the cis target genes of the DElncRNAs were enriched. The enrichment factor was calculated by (the number of different genes in a term/total number of different genes in a term)/(total number of genes in a term/total number of genes in a database). A *p*-value< 0.05 was considered statistically significant

**Fig. 5:**
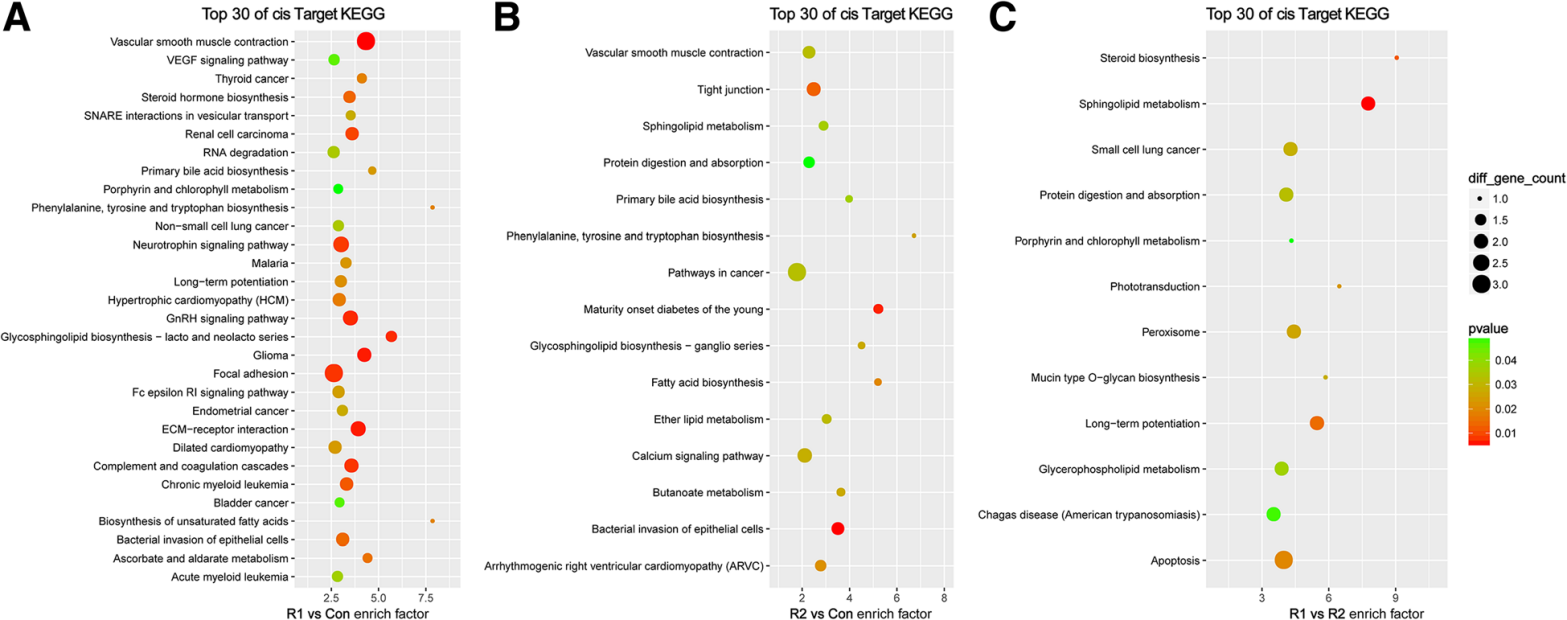
KEGG analysis of cis prediction targets. The top 30 KEGG enrichment terms of the cis prediction target genes of the DElncRNAs are listed. **a** represents the R1 vs Con comparison, **b** represents the R2 vs Con comparison and (**c**) represents the R1 vs R2 comparison. The bubble charts illustrate the KEGG terms in which the cis target genes of the DElncRNAs were enriched. The enrichment factor was calculated by (the number of different genes in a term/total number of different genes in a term)/(total number of genes in a term/total number of genes in a database). A *p*-value < 0.05 was considered statistically significant

To verify the results of GO and KEGG, Reactome analysis was performed for more thorough functional prediction. Detailed information in Additional file 4. Comparing with MHCC-97H-Con, the DElncRNAs in the MHCC-97H-ROCK1 mainly affected immune response, apoptosis and proliferation and cancer; the DElncRNAs in the MHCC-97H-ROCK2 clustered in endosomal/vacuolar pathway, antigen processing, p53 signaling pathway, STAT signaling and so on. Moreover, the MHCC-97H-ROCK1 and MHCC-97H-ROCK2 cells were contrasted, with Reactome showing that DElncRNAs focused on immune response, cell death and survival, RNA editing, DNA repair, p53 signaling pathway and so on. Generally, the results of Reactome and GO & KEGG were highly coincident, several aspects will be the focus of further investigation.

### Analysis of lncRNA-mRNA interaction network

Given that the interaction between mRNAs and lncRNAs downstream of ROCK1 and 2 has not been well studied. LncRNA-mRNA coexpression networks were constructed to determine the roles of lncRNAs according to their coexpressed mRNAs. Using the criteria of a Pearson’s r ≥ 0.9985 and *p*-value ≤0.0001, the coexpression network consisted of 781 pairs of DElncRNAs and DEmRNAs between the MHCC-97H-Con and MHCC-97H-ROCK1 cells. In the interaction network (Additional file 5), 498 pairs presented as positive, and the remaining pairs presented as negative. 

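Over the 6 ROCK1 and Con arrays, 3488 of 3918600 pairs among 2800 probes past the unadjusted p and fold limits had an absolute Pearson's r of at least 0.9985, 2428 of them positive and 1060 negative. The pairs are of any 2 probes, because the files do not say which probes are lncRNAs and which are mRNAs, so probes of 1 transcript can also form pairs. The 6 arrays fall into 2 groups, and a probe that differs between them tends to correlate with any other that does. To keep that difference and remove the pairing of arrays, the arrays of 1 partner were permuted within groups. The other 35 of the 36 permutations gave between 488 and 2706 pairs, with a median of 659 (one-sided exact permutation test, p = 0.0278, the smallest p that 36 permutations allow). Both partners come from the same set of probes, so any variation that spans a whole array tends to favour the measured order in advance. The p therefore does not show co-expression of particular probes. Of the 3 ROCK1 arrays only replicate 1 lies on slide 1 with the Con arrays. The 11 other permutations that kept each array within its slide, a set chosen after seeing the data, gave between 1065 and 2706 pairs (p = 0.0833 by the exact permutation test, the smallest that these 12 permutations allow), and the 24 that moved ROCK1 replicate 1 to the place of an array of slide 2 gave between 488 and 1390. Over the 5 arrays that remain when 1 is left out, 61267, 7447 and 14723 pairs passed without ROCK1 replicates 1, 2 and 3, and 14138, 10097 and 12755 without Con replicates 1, 2 and 3. With normexp background correction 702 pairs passed, from fewer possible pairs, since 440 probes then passed the unadjusted p and fold limits.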

In total, 174 DElncRNAs (62 downregulated and 112 upregulated), and 231 mRNAs (33 downregulated and 198 upregulated) were included. ENST00000579529, lnc-BTF3–4:1 and ENST00000445272 were the top 3 lncRNA omphalos, while FBXO2, HIST1H3F and ODC1 were the hub mRNAs in the network. The lncRNA-mRNA pairs ENST00000598518-SYTL2, lnc-MRGPRF-6:1-C1R and ENST00000505709-CREBFR were the most positively related, which may indicate that these lncRNAs could elevate the expression of these relevant mRNAs. In contrast, ENST00000524346-RNASE1, lnc-SMEK2–1:1-TTC23 and lnc-NARG2–1:4-CX3CL1 were the top 3 negatively expressed pairs, suggesting that these lncRNAs are likely to inhibit the expression of the related mRNAs. An interaction network containing coding and noncoding genes was constructed using the same inclusion criteria between the MHCC-97H-Con and MHCC-97H-ROCK2 cells (Additional file 6). This network contained 396 pairs of DElncRNAs and DEmRNAs, including 190 pairs that were positively coexpressed and 206 pairs that were negatively coexpressed. 

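Among 3228 probes that differed between ROCK2 and Con cells, 3409 of 5208378 pairs passed the same correlation limit over the 6 arrays, 2684 positive and 725 negative. The within-group permutations other than the measured order gave between 1366 and 3158 pairs, with a median of 1670 (one-sided exact permutation test, p = 0.0278). They fell into separate ranges by the place of ROCK2 replicate 3, the only array of slide 3. The 11 that left it in place, and so kept each array within its slide, gave between 2876 and 3158 pairs (p = 0.0833 by the exact permutation test over these 12 permutations, the smallest they allow), and the 24 that moved it gave between 1366 and 1730. The division by slide was chosen after seeing the data. Here too both partners come from the same probes, so the measured order tends to be favoured in advance. The pairs numbered 39115, 38668 and 15136 without ROCK2 replicates 1, 2 and 3, and 11744, 8808 and 14178 without Con replicates 1, 2 and 3. They numbered 349 after normexp background correction, which left 192 probes past the unadjusted p and fold limits and so fewer possible pairs.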

Lnc-TSPY10–2:1, lnc-MPHOSPH8–3:1 and NR_028366 were the top 3 lncRNAs that interacted with other genes in a great degree, while DPYSL3, MPP1 and GPRC5B were the top 3 hub mRNAs that mediated the most connections with other molecules. The lncRNA-mRNA pairs with the highest positive correlation coefficients included NR_125925-TNFRSF1B, lnc-SSX1–5:1-SSX3 and ENST00000508884-ADTRP. The pairs NR_120619-GPRC5B, lnc-MPHOSPH8–3:1-HACD1 and lnc-TSPAN11–2:8-TMEM98 had the highest negative correlation coefficients. The coexpression network between MHCC-97H-ROCK1 and MHCC-97H-ROCK2 (Fig. 6) consisted of 824 connections with 95 DElncRNAs and 120 coding genes. In this network, 419 pairs presented as negative, and 405 pairs presented as positive. 

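For ROCK1 against ROCK2, 176 of 581581 pairs among 1079 probes passed the correlation limit, 119 positive and 57 negative. Permuting the arrays within groups gave between 7 and 116 pairs, with a median of 23 (one-sided exact permutation test, p = 0.0278). The measured order tends to be favoured in advance here as well, since both partners come from the same probes. Only 4 permutations kept each array within its slide, a set chosen after seeing the data, and the 3 other than the measured order gave between 35 and 62 pairs (p = 0.25 by the exact permutation test, the smallest that 4 permutations allow). Leaving out ROCK1 replicate 1, 2 or 3 gave 3831, 335 or 1267 pairs, and leaving out ROCK2 replicate 1, 2 or 3 gave 3239, 2787 or 1484. Normexp background correction gave 30, from fewer possible pairs, since 107 probes then passed the unadjusted p and fold limits.

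**Figure D2:**
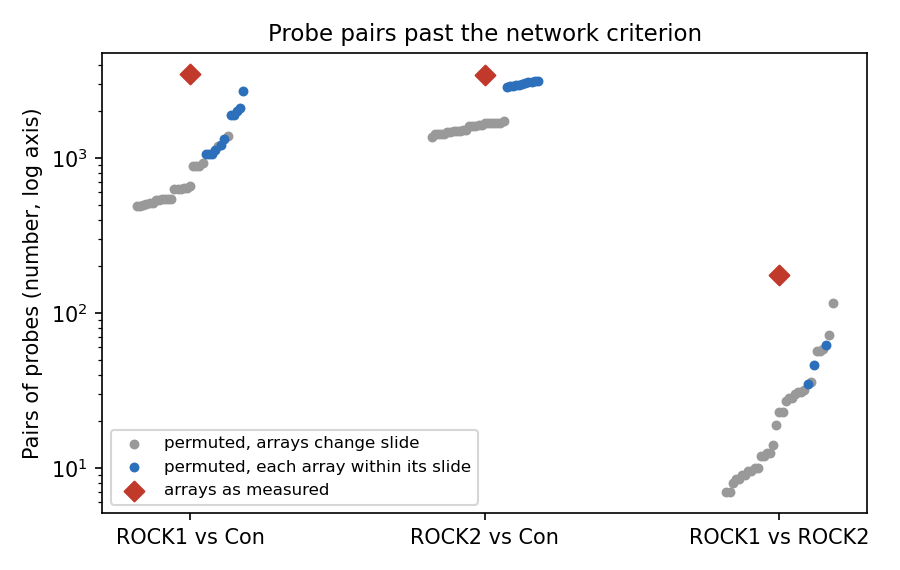
The number of probe pairs past the correlation limit (y axis, log axis) for each comparison (x axis), with the arrays as measured (diamonds) and with the arrays of 1 partner permuted within groups, either with each array kept within its slide (blue points) or with arrays moved between slides (grey points). The measured order gave 3488, 3409 and 176 pairs, above each of the other permutations, and for ROCK2 against Con the blue points lie above the grey ones. Both partners come from the same probes, which tends to favour the measured order.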

When the degree of the connection in the network was calculated, ENST00000619654, lnc-NARG2–1:4, NR_024042 and lnc-RNMT-2:5 were identified as playing central roles in the regulation process. CARNS1 and lnc-GPR135–3:1, GS1–259H13.2 and lnc-PEX11B-2:1, and LAMC2 and lnc-CCDC68–1:1 were the most positively associated pairs, while ASIC1 and ENST00000579386, TMEM229B and lnc-SYT1–10:2, and MACROD1 and lnc-SEC14 L1–1:9 were the most negatively associated pairs.

**Fig. 6:**
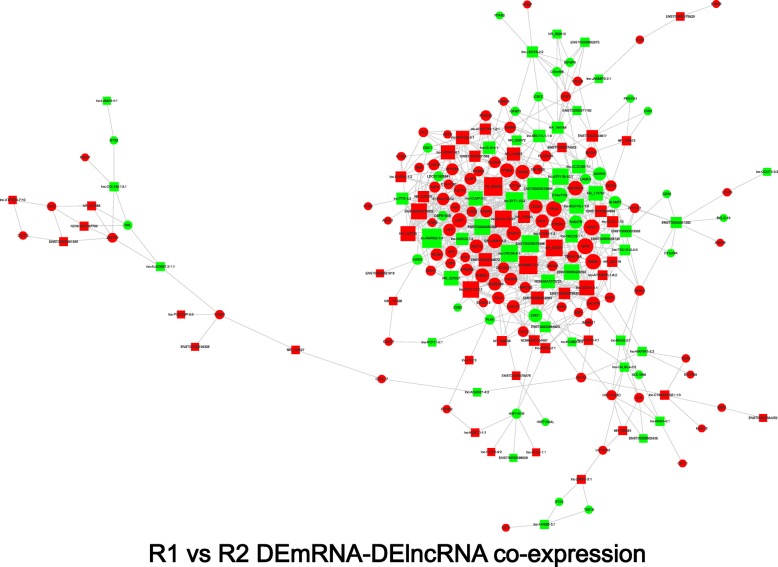
Coexpression network of R1 vs R2. The DElncRNA-DEmRNA coexpression network of R1 vs R2. Rectangle nodes represent lncRNAs, and circular nodes represent mRNAs. The lines between the nodes represent interactions between two genes. Red nodes indicate upregulated genes, while green nodes indicate downregulated genes. The degree was determined by the number of links one node has with other nodes

### qRT-PCR verification

The verification of the microarray data was performed using 11 mRNAs and 9 lncRNAs that were possibly involved in ROCK signaling according to the bioinformatics analysis. Effect size (cohen’s d) of t-test analysis from microarray was listed in the brackets following each verified gene. The results of the qRT-PCR analysis (Fig. 7) revealed that the specific mRNAs COL3A1 (effect size: 16.04), LHFP (effect size: 15.06), LIPE (effect size: 3.50), PSCA (effect size: 4.64), CBLC (effect size: 5.30), CDH6 (effect size: 24.71), and PDE4B (effect size: 4.54) and lncRNAs SSX6 (effect size: 29.39), SSX8 (effect size: 15.75), LOC100507377 (effect size: 6.93), LOC100506178 (effect size: 15.75), LINC01436 (effect size: 9.96), LINC01436–1 (effect size: 14.01), and DKFZp434J0226 (effect size: 8.14) had increased steady-state expression levels, whereas the mRNAs CCDC198, ACTL8, PIP, and SLC16A9 and lncRNAs GUSBP1 and LOC389906 had decreased steady-state expression levels relative their matched counterparts. The qRT-PCR analysis indicated that our bioinformatics methods and analyses were dependable.

**Fig. 7:**
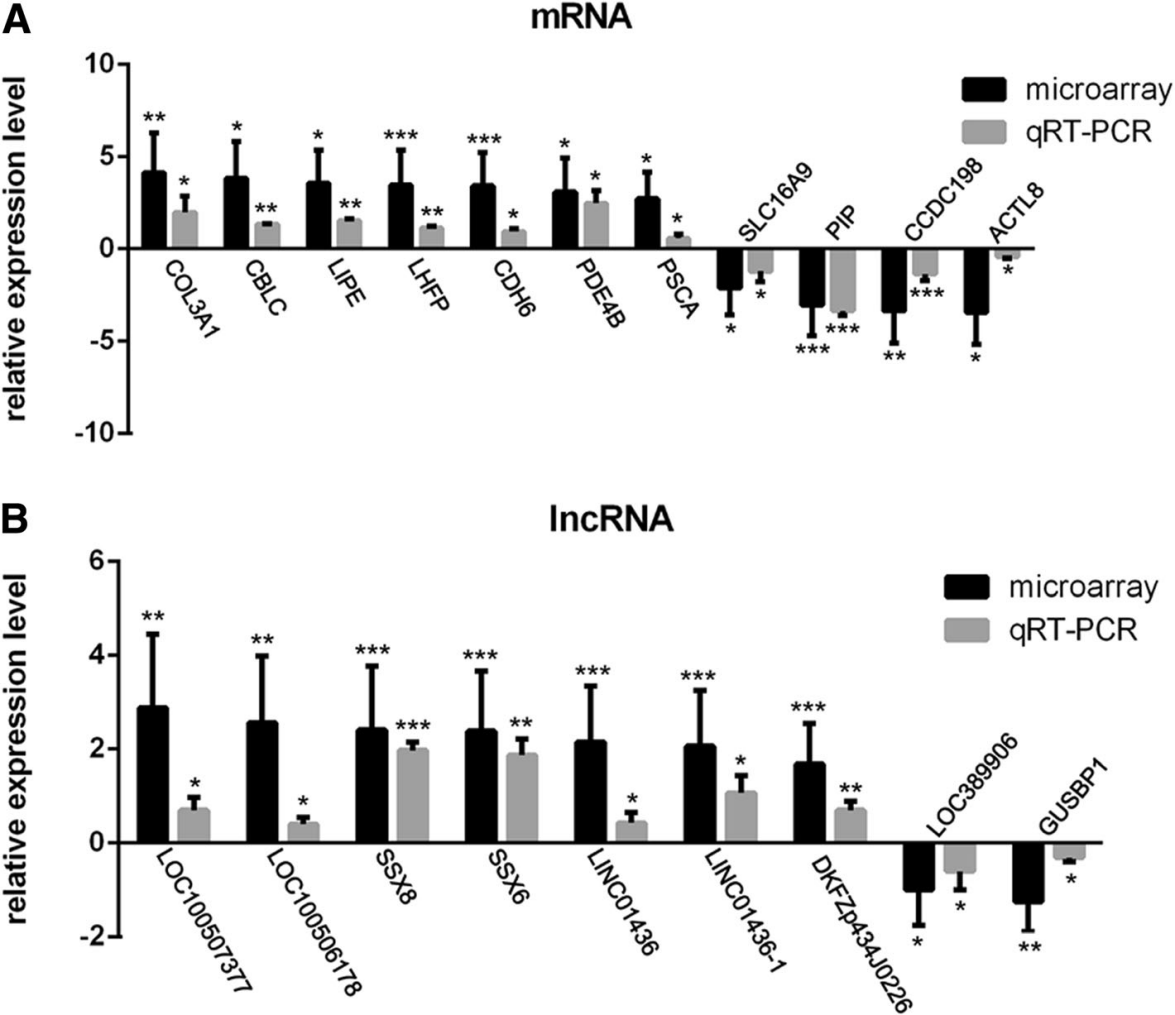
QRT-PCR verification. Validation of DEmRNAs (**a**) and DElncRNAs (**b**) by qRT-PCR. Comparison of relative expression was calculated by the log2 (fold change) equation. *p < 0.05, **p < 0.01, and ***p < 0.001

## Discussion

The deregulation of Rho family small guanosine triphosphatases has been implicated in human carcinogenesis. Rho-kinases are direct downstream effectors of Rho guanosine triphosphatases, which participate in the regulation of cytoskeletal reorganization and motility. Nevertheless, previous studies have utilized nonselective inhibitors of ROCK1 and 2 kinase activity and promiscuously inhibited both isoforms. Here, we analyzed the specific function of ROCK1 and 2 in HCC with a complete set of informatic tools. DEmRNAs and DElncRNAs that met the screening criteria were identified, and many unknown biological functions likely exist among such a massive amount of data.

Previously, published studies have reported that the shRNA-knockdown of ROCK1 and 2 and Y27632 treatment induces large-scale changes in messenger RNA (mRNA) and microRNA (miRNA) expression [10, 18]. However, the regulation of lncRNAs by ROCK1 and 2 is unknown. Considering that ROCK are major regulators of migration and invasion [19], our findings unsurprisingly revealed enrichment in adhesion, vasoconstriction and the VEGF signaling pathway. Furthermore, several miRNAs have been shown to be involved in proliferation, calcium transport, cell-cycle regulation and neurogenesis [10]. The COL3A1 gene is predicted to be associated with HCC [20, 21]. Moreover, this gene has been shown to be differentially expressed with ROCK alterations [10, 22] and is predicted to modulate the expression of several collagen genes during development [23]. Here, we found the COL3A1 was significantly upregulated in MHCC-97H-ROCK1, revealing its role in HCC progression.

Previous studies have shown that lncRNAs participate in epigenetic, transcriptional and posttranscriptional regulation [24–26]. The occurrence and development of HCC, including proliferation, adhesion and apoptosis, aligns with the central dogma ‘DNA → RNA → protein’. In addition, with the development of whole genome and transcriptome sequencing technologies, lncRNAs have provided an important new perspective regarding the centrality of RNA in gene regulation. To date, knowledge regarding the function of lncRNAs mediated by ROCK in HCC is lacking. ROCK proteins have been shown to modulate proliferation by affecting lncRNAs, such as lncRNA – Six1 [27] and NONMMUG014387 [28]. However, these regulations have not been illustrated via protein-lncRNA interactions. Thus, these regulations may depend on particular hub molecules, such as ENST00000579529, FBXO2, lnc-TSPY10–2:1 and DPYSL3.

In addition, several scientific studies have reported that ROCK plays a vital role in cancer, including tissue invasion and metastasis [29], sustained angiogenesis [30, 31], apoptosis evasion [32–34], and DNA damage [34]. However, the exact signaling pathways are unclear. By performing GO and KEGG analyses, our research found that the VEGF signaling pathway, chemokine-associated signaling pathway, TGF-beta signaling pathway, mTOR signaling pathway, Wnt signaling pathway, RIG-I-like receptor signaling pathway, MAPK signaling pathway and p53 signaling pathway were involved (some data are not shown). The relationships between p53 and ROCK [35, 36] and between MAPK and ROCK [37, 38] in cancers has received limited attention, while other relevant relationships remain largely unexplored. Therefore, this study could provide valuable clues for further ROCK-mediated pathway analyses at the nucleic acid level in HCC.

Taken together, increasing attention to mRNA and lncRNAs, which define the molecular portraits of ROCK-mediated signaling pathways, and the identification of the deeper molecular mechanism of the biological progression of HCC could undoubtedly enhance our comprehension of both the ROCK isoforms and HCC.

## Conclusion

ROCK1 and 2 modulated the expression of numerous mRNAs and lncRNAs and may participate in several signaling pathways in HCC. Several hub molecules in lncRNA-mRNA networks were identified. Our results provide baseline data regarding ROCK1 and 2 regulation in HCC that might have implications for further research.

## Methods

### Establishment of ROCK1 and ROCK2 stably expressing cells

The human liver cancer cell line MHCC-97H was obtained from Cell Bank of Chinese Academy of Sciences (Shanghai, China). The cell catalog number is SCSP-528. One day before transfection, 2 × 10^4^ cells were seeded onto a 24-well plate. A lenti-virus (Obio, Shanghai, China) was used to transduce the cells with the corresponding vectors. After 24 h, the transduced cells were diluted 1:100 and plated onto a 100-mm culture dish. To select the stable transformants, the cells were cultured in high-glucose Dulbecco’s modified Eagle’s medium (DMEM; Gibco, Carlsbad, CA, USA) with 5 μg/mL polybrene for 2 weeks. Clones displaying polybrene resistance and expressing the fluorescent label (GFP) were selected and expanded. The stable overexpression of ROCK1 and ROCK2 was confirmed by western blotting.

For the lentivirus construction, the full length of ROCK1 was cloned into the overexpression vector Lenti-CMV-MCS-3FLAG-PGK-Puro H156 to produce pLenti-CMV- ROCK1-3FLAG-PGK-Puro (Obio Technology Co., Ltd., Shanghai, China). ROCK1 was amplified using the following primer set: 5′- CGCAAATGGGCGGTAGGCGTG -3′ and 5′- CAGCGGGGCTGCTAAAGCGCATGC -3′. Then, the full length of ROCK2 was cloned into the over-expression vector pLenti-CMV-MCS-3FLAG-PGK-Puro H156 to produce pLenti-CMV-ROCK2-3FLAG-PGK-Puro (Obio Technology Co., Ltd., Shanghai, China). ROCK2 was amplified using the following primer set: 5′- CGCAAATGGGCGGTAGGCGTG -3′ and 5′- CAGCGGGGCTGCTAAAGCGCATGC -3′.

### Cell culture and treatment

Stable cell lines of MHCC-97H-Con, MHCC-97H-ROCK1, and MHCC-97H-ROCK2 were established by Obi Technology (Shanghai) Corp., Ltd. The above cell lines were maintained in DMEM supplemented with 10% fetal bovine serum (FBS; Gibco), 100 μg/mL streptomycin, 100 U/mL penicillin (Gibco) and 2 μg/mL puromycin (InvivoGen) at 37 °C with 5% CO_2_. The cells were treated with DMEM for 24 h, and then, the total RNA was extracted and used for the lncRNA and mRNA microarray, RT-PCR and qRT-PCR.

### RNA isolation

TRIzol Reagent (Cat# 15596–018, Life Technologies, Carlsbad, CA, US) was applied to extract the total RNA following the manual, and the RIN was evaluated to confirm the RNA integrity using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, US). Eligible total RNA, which was defined as RIN ≥ 7.0, 28S/18S ≥ 0.7, was further purified using RNeasy Mini Kit (Cat# 74106, QIAGEN GmBH, Germany) and RNase-Free DNase Set (Cat# 79254, QIAGEN GmBH, Germany).

### RNA microarray

The sample preparation and microarray hybridization were performed by SBC Biotech, Shanghai, People’s Republic of China. In short, a Low Input Quick Amp Labeling Kit One-Color (Cat.# 5190–2305, Agilent Technologies, Santa Clara, CA, US) was used for the total RNA amplification and labeling according to the protocol. The labeled complementary RNA (cRNA) was then purified by an RNeasy Mini Kit (Cat.# 74,106, QIAGEN GmBH, Germany). 1.65 μg Cy3-labeled cRNA was used to hybridize each slide by a Gene Expression Hybridization Kit (Cat.# 5188–5242, Agilent Technologies, Santa Clara, CA, US) in a hybridization oven (Cat.# G2545A, Agilent Technologies, Santa Clara, CA, US) following the operation guide. After 17 h of hybridization, the slides were washed in staining dishes (Cat.# 121, Thermo Shandon, Waltham, MA, US) by a Gene Expression Wash Buffer Kit (Cat.# 5188–5327, Agilent Technologies, Santa Clara, CA, US) following the manufacturer’s instructions. An Agilent Microarray Scanner (Cat# G2565CA, Agilent Technologies, Santa Clara, CA, US) was used for slides scanning. The default settings were as followed: dye channel: Green, Scan resolution = 3 μm, PMT 100%, and 20 bit. The type of Agilent array used was Agilent lncRNA array (Agilent design ID: 074348). The data were extracted with Feature Extraction software 10.7 (Agilent Technologies, Santa Clara, CA, US). The raw data were normalized using the Quantile algorithm in the Limma package in R.

### Differential expression analysis

The mRNAs and lncRNAs reported as being differentially expressed possessed a *p*-value < 0.05 (Student’s *t*-test) with a change at least two-fold above or below the antithetic samples. To obtain a visual overview of the characteristics of the lncRNA and mRNA expression profiles, heat maps, scatter plots, and volcano plots were generated based on the normalized values of the DElncRNAs and DEmRNAs provided by the R package.

### Prediction of DElncRNA targets

The lncRNA target prediction was performed by assessing the cis/trans-regulatory effects. The DElncRNAs and their potential target genes were matched by UCSC gene annotations (http:// genome.ucsc.edu/). The prediction method for the cis regulation target genes was selecting the genes within 10 kb of the lncRNA [39]. The trans regulatory target gene prediction method was conducted using the gene sequence of the corresponding species in the database and selecting the sequences that are complementary or similar through BLAST. Then, RNAplex was applied to calculate the complementary energy between two sequences, and the genes with e < − 30 were selected as trans targets.

### Gene ontology (GO), KEGG and Reactome pathway analysis

The identified DEmRNAs and predicted target genes of the DElncRNAs in the expression profile were assessed via GO and pathway analyses. Shanghai Biotechnology Corporation carried out the analysis. Fisher’s extract test was performed in the clusterProfiler package in R/Bioconductor. The SAA pathway enrichment suite (Shanghai Biotechnology Corporation) was applied to conduct the pathway enrichment analysis. A false discovery rate of *p* < 0.05 was set as the cutoff for both significantly enriched functional GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Since GO gives a bit vague classification, another enrichment tool Reactome was used for further verification of results. Detailed information in Supporting Materials.

### Construction of the lncRNA-mRNA coexpression networks

LncRNA-mRNA coexpression networks were constructed based on the correlations between the DEmRNAs and DElncRNAs. For each lncRNA-mRNA pair, Pearson correlation coefficients were calculated. Pearson’s r ≥ 0.9985 and *p*-values ≤0.0001 were selected as the inclusion criteria, and the plots were generated by Cytoscape [40]. In the network diagrams, the rectangle nodes represent the lncRNAs, while circular nodes represent the mRNAs. Upregulation is shown in red, and downregulation is shown in green. The size of the nodes represents the number of related molecules; the larger the nodes, the more the molecules were related.

### Cross-validation by RT-PCR (quantitative real-time PCR)

RNA was reverse transcribed into complementary DNA (cDNA) by a Takara reverse transcription kit (Takara, Kusatsu, Japan) following the manufacturer’s recommendations. The cDNA amplification was performed using TB Green Premix Ex Taq II (Takara, Kusatsu, Japan) on a 7900HT Sequence Detection System (ABI, Foster City, CA, USA). The relative expression of the mRNAs and lncRNAs was calculated by the 2^−ΔΔCt^ method, and GAPDH was used as the internal reference gene. The expression differences were calculated by paired *t-*test. Statistical significance was considered to occur at a *p*-value < 0.05 (*p < 0.05; **p < 0.01; and ***p < 0.001). All reactions were performed in triplicate.

### Western blot analysis

Whole cell protein extracts were prepared according to the method described by Zhang et al. [8]. Polyvinylidene difluoride (PVDF) membranes were incubated with the primary anti-Flag (1:500; Sigma) and anti-GAPDH (1:1000; Abcam) antibodies and a secondary antibody conjugated to HRP (1:50000, Sigma-Aldrich). The respective proteins were detected using a Clarity™ Western ECL Blotting Substrate (BioRad) and a G:BOX imaging system (Syngene, Cambridge, UK) according to the manufacturer’s instructions.

### Data analysis

The data are expressed as the mean ± SD of three independent experiments with three biological replicates. The statistical analysis was performed using SPSS V.18.0 Software (SPSS Inc., Chicago, IL, USA). Based on the fold change, Student’s *t*-test and paired *t*-test, we analyzed the statistical significance of the microarray and RT-PCR results. Statistical significance was considered to occur at *p*-values < 0.05 (two-tailed).

## Additional files

Additional file 1: Establishment of ROCK1 & 2 stably expressing cells. Western blot was performed to confirm the protein expression of ROCK1 & 2 in MHCC-97H cell lines, using GAPDH as internal reference. Left to right – MHCC-97H (97H), MHCC-97H-Con (Con), MHCC-97H-ROCK1 (R1) and MHCC-97H-ROCK2 (R2). (TIF 3040 kb)

Additional file 2: GO enrichment analysis of trans prediction target. The top30 GO enrichment terms of trans prediction target genes of DElncRNAs were listed. The left one represented R1 vs Con, the next represented R2 vs Con and the last one represented R1 vs R2. The bubble charts illustrated the GO terms in which trans target genes of DElncRNAs enriched. The enrich factor was calculated by (number of different genes in a term/total number of different genes in a term) /(total number of genes in a term/total number of genes in a database). *P* < 0.05 was considered statistically significant. (TIF 6686 kb)

Additional file 3: KEGG analysis of trans prediction target. The top30 pathway enrichment terms of trans prediction target genes of DElncRNAs were listed. The left one represented R1 vs Con, the next represented R2 vs Con and the third one represented R1 vs R2. The bubble charts illustrated the KEGG terms in which trans target genes of DElncRNAs enriched. The enrich factor was calculated by (number of different genes in a term/total number of different genes in a term) /(total number of genes in a term/total number of genes in a database). *P* < 0.05 was considered statistically significant. (TIF 5262 kb)

Additional file 4: Method and Results of Reactome pathway analysis. The main functional implication of the DEmRNAs and DElncRNAs by Reactome analysis was listed, which included comparison between 3 groups: R1 vs Con, R2 vs Con and R1 vs R2. (DOCX 18 kb)

Additional file 5: Co-expression network of R1 vs Con. The DElncRNA-DEmRNA co-expression network of R1 vs Con. Rectangle nodes represented lncRNAs and the circulars represented mRNAs. The lines between nodes represented interactions between two genes. Red nodes meant the upregulated genes while green nodes meant the downregulated genes. Degree was judged by the number of links one node has with other nodes. (TIF 1912 kb)

Additional file 6: Co-expression network of R2 vs Con. The DElncRNA-DEmRNA co-expression network of R2 vs Con. Rectangle nodes represented lncRNAs and the circulars represented mRNAs. The lines between nodes represented interactions between two genes. Red nodes meant the upregulated genes while green nodes meant the downregulated genes. Degree was judged by the number of links one node has with other nodes. (TIF 1677 kb)

## Abbreviations

CAM: Cell adhesion molecules
cDNA: Complementary DNA
DElncRNAs: Differentially expressed lncRNAs
DEmRNAs: Differentially expressed mRNAs
DMEM: Dulbecco’s modified Eagle’s medium
ECM: Extracellular matrix
FBS: Fetal bovine serum
FC: Foldchange
GO: Gene ontology
HCC: Hepatocellular carcinoma
KEGG: Kyoto Encyclopedia of Genes and Genomes
lncRNAs: Long non-coding RNAs
miRNA: MicroRAN
mRNA: Message RNA
PPAR: Peroxisome proliferator-activated receptors
PVDF: Polyvinylidene difluoride
qRT-PCR: Quantitative real-time PCR
ROCK: Rho-associated coiled-coil containing kinases
ROS: Reactive oxygen species
VEGF: Vascular endothelial growth factor

# Supplementary material for: Overlapping and unique roles played by ROCK1 and 2 in the modulation of coding and long noncoding RNA expression
**Source:** BMC Genomics. 2019 May 22;20:409. doi: 10.1186/s12864-019-5715-0
**Supplement:** Supplementary file 4 — Method and Results of Reactome pathway analysis. The main functional implication of the DEmRNAs and DElncRNAs by Reactome analysis was listed, which included comparison between 3 groups: R1 vs Con, R2 vs Con and R1 vs R2.

**Supporting Materials**

**Title**

**Overlapping and unique roles played by ROCK1 & 2 in modulating coding and long non-coding RNA expression**

**Author information**

**Methods**

**Reactome pathway analysis**

Since GO gives a bit vague classification, another enrichment tool Reactome was used for further verification of results. The unique ID of MHCC-97H-ROCK1 vs MHCC-97H-Con is MjAxODEyMjEwMjE0MzVfMzAxOA%3D%3D for DEmRNAs, MjAxODEyMjQwNjE1MDBfMzU1OQ%3D%3D for DElncRNAs cis-target prediction, MjAxODEyMjQwNjI1MThfMzU2NQ%3D%3D for DElncRNAs trans-target prediction; ID of MHCC-97H-ROCK2 vs MHCC-97H-Con is MjAxODEyMjEwMjI5NDVfMzAyMw%3D%3D for DEmRNAs, MjAxODEyMjQwNjIwMDZfMzU2MQ%3D%3D for DElncRNAs cis-target prediction, MjAxODEyMjQwNjM0MTJfMzU2Ng%3D%3D for DElncRNAs trans-target prediction; and the ID of MHCC-97H-ROCK1 vs MHCC-97H-ROCK2 is MjAxODEyMjEwMjMyNTRfMzAyNQ%3D%3D for DEmRNAs, MjAxODEyMjQwNjIzMDdfMzU2Mw%3D%3D for DElncRNAs cis-target prediction, MjAxODEyMjQwNjQxMjNfMzU2Nw%3D%3D for DElncRNAs trans-target prediction.

**Results**

**Reactome analysis of differentially expressed mRNAs**

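Reactome is a curated database of human pathways, in which each pathway is a list of the proteins and reactions that take part in it. An enrichment analysis with it takes a list of genes, here the DEmRNAs or the predicted targets of the DElncRNAs of a comparison, and asks for each pathway whether the list holds more of its members than a random list of that length would. Pathways that share members, such as those of antigen presentation and interferon signaling, tend to be found together. The result depends on the genes taken as background and on the limits by which the list was chosen, and it carries no direction of change unless the higher and lower genes are entered apart. The array files do not pair probes with genes, so no pathway values are given here.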

The functional implication of the DEmRNAs was investigated by Reactome. Based on the Reactome analysis, comparing with the MHCC-97H-ROCK1 cells, the DEmRNAs were especially enriched in following annotations: Endosomal/Vacuolar pathway, Integrin cell surface interactions, Activation of C3 and C5, Collagen degradation, RUNX2 regulates genes involved in cell migration, Assembly of collagen fibrils and other multimeric structures, ECM proteoglycans, Antigen Presentation: Folding, assembly and peptide loading of classⅠMHC, Post-translational protein phosphorylation, Transcriptional activation of p53 responsive genes, Transcriptional activation of cell inhibitor p21, TFAP2 (AP-2) family regulates transcription of cell cycle factors, Degradation of extracellular matrix, Regulation of Insulin-like Growth Factor (IGF) transport and uptake by Insulin-like Growth Factor Binding Proteins (IGFBPs), Extracellular matrix organization, Interleukin-4 and Interleukin-13 signaling, RNA PolymeraseⅠPromoter Opening, Collagen chain trimerization, NCAM1 interactions, Defective CHEB3 causes SEDCJD, CREB3 factors activate genes, Senescence-Associated Secretory Phenotype (SASP), SIRT1 negatively regulates rRNA expression and Activation of Matrix Metalloproteinases. To sum up, DEmRNAs affected cell migration, assembly and organization of ECM, p53 signaling pathway which regulated apoptosis and senescence, regulation of gene expression and so on. All the above was consistent with GO and KEGG analysis.

In a like mean, by Reactome analysis, when compared with MHCC-97H-Con, the unique DEmRNAs in MHCC-97H-ROCK2 were involved in Interleukin-10 signaling, Formation of the cornified envelope, Activation of C3 and C5, TypeⅠhemidesmosome assembly, Regulation of Insulin-like Growth Factor (IGF) transport and uptake by Insulin-like Growth Factor Binding Proteins (IGFBPs), Keratinization, Post-translational proteins phosphorylation, Degradation of the extracellular matrix, Ethanol oxidation, Defective CHST3 causes SEDCJD, Integrin cell surface interactions, Interleukin-4 and Interleukin-13 signaling, Cell junction organization, Chemokine receptors bind chemokines, Collagen degradation, Peptide ligand-binding receptors, Anchoring fibril formation, Alternative complement activation, L1CAM interactions, Voltage gated Postassium channels, Collagen chain trimerization, TNFs bind their physiological receptors, ECM proteoglycans, Regulation of Complement cascade and Extracellular matrix organization. Obviously, several immunomodulation signaling pathways and ECM organization were highlighted, so the EDmRNAs in this contrast clustered in inflammatory response, which was in keeping with GO and KEGG.

Furthermore, the MHCC-97H-ROCK1 and MHCC-97H-ROCK2 cells were contrasted. The DEmRNAs were clustered in Ethanol oxidation, Glucuronidation, Regulation of Insulin-like Growth Factor (IGF) transport and uptake by Insulin-like Growth Factor Binding Proteins (IGFBPs), RUNX1 regulates transcription of genes involved in differentiation of myeloid cells, Calcitonin-like ligand receptors, Insulin-like Growth Factor-2 mRNA Binding Proteins (IGF2BPs/IPs/VICKZs) bind RNA, Post-translational protein phosphorylation, O-linked glycosylation of mucins, Interleukin-35 signaling, Interleukin-10 signaling, Reactions specific to the hybrid N-glycan synthesis pathway, Transport of glycerol from adipocytes to the liver by Aquaporins, Defective SLCO1B1 causes hyperbilirubinemia, Rotor type (HBLRR), Defective SLCO1B3 causes hyperbilirubinemia, Rotor type (HBLRR), Glycogen storage disease type0 (liver GYS2), Phenylketonuria, Glycogen storage disease type Ⅳ (GBE1), Termination of O-glycan biosynthesis, Activation of BMF and translocation to mitochondria, PhaseⅡ-Conjugation of compounds, RAB geranylgeranylation, Interleukin-7 signaling, Intrinsic Pathway of Fibrin Clot Formation, ATF4 activates genes, HCN channels. It’s not hard to find that DEmRNAs here focused on metabolic disorder. It’s also worth mentioning that the results of Reactome emphasized DEmRNAs in this comparison involved in several interleukin-associated signaling pathways, which distinguished with GO and KEGG.

**Reactome enrichment analysis of DElncRNAs prediction targets**

Compared with MHCC-97H-ROCK1 and MHCC-97H-Con, cis target Reactome was enriched in Insulin-like Growth Factor-2 mRNA Binding Proteins (IGF2BPs/IMPs/VICKZs) bind RNA, Butyrophilin (BTN) family interactions, POU5F1 (OCT4), SOX2, NANOG repress genes related to differentiation, RUNX3 regulates RUNX1-mediated transcription, Integrin cell surface interactions, TP53 Regulated Transcription of Genes Involved in Cytochrome C Release, RUNX1 regulates genes involved in megakaryocyte differentiation and platelet function, FOXO-mediated transcription of cell cycle genes, Smooth Muscle Contraction, Activation of C3 and C5, SUMOylation of transcription cofactors, Laminin interactions, Uptake and actions of bacterial toxins, N-Glycan antennae elongation, Non-integrin membrane-ECM interactions, Phase 3-rapid repolarization, Ca2+ activated K+ channels, CHL1 interactions, Cargo concentration in the ER, TGFBR2 MSI Frameshift Mutants in Cancer, Activation and oligomerization of BAK protein, Activation, translocation and oligomerization of BAX, Formation of editosomes by ADAR proteins, Signaling by MET, Clearance of Nuclear Envelope Membranes from Chromatin. The results centered on apoptosis and proliferation, gene expression regulation and immune response.

While the trans target Reactome focused on TRAIL signaling, The activation of arylsulfatases, Zinc efflux and compartmentalization by the SLC30 family, Regulation of necroptotic cell death, Transcriptional regulation of pluripotent stem cells, Josephin domain DUBs, CASP8 activity is inhibited, Interleukin-6 family signaling, SMAD4 MH2 Domain Mutants in Cancer, Loss of Function of SMAD4 in Cancer, Transcriptional Regulation by E2F6, Regulation by c-FLIP, Dimerization of procaspase-8, PTK6 Activates STAT3, SMAC (DLABLO)-mediated dissociation of IAP: caspase complexes, POU5F1 (OCT4), SOX2, NANOG activate genes related to proliferation, Butyrophilin (BTN) family interactions, SMAC, XIAP-regulated apoptotic response, Activation of caspases through apoptosome-mediated cleavage, Regulated Necrosis, RIPK1-mediated regulated necrosis, HDR through Single Strand Annealing (SSA), Activation, myristolyation of BID and translocation to mitochondria, Formation of apoptosome. The pathways concentrated on immune response and apoptosis and proliferation.

In contrast to MHCC-97H-ROCK2 and MHCC-97H-Con, the cis target Reactome focused on Endosomal/Vascuolar pathway, Antigen Presentation: Folding, assembly and peptide loading of classⅠMHC, ER-Phagosome pathway, Interferon alpha/beta signaling, Antigen processing-Cross presentation, RHO GTPases activate IQGAPs, Interferon gamma signaling, Regulation of gene expression by Hypoxia-inducible Factor, Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell, POU5F1 (OCT4), SOX2, NANOG repress genes related to differentiation, Activation of PUMA and translocation to mitochondria, Ca2+ activated K+ channels, Dopamine Neurotransmitter Release Cycle, Defective B3GALTL causes Peters-plus syndrome (Pps), ClassⅠMHC mediated antigen processing & presentation, Diseases associated with O-glycosylation of proteins, ECM proteoglycans, Long-term potentiation, Cell-cell junction organization, Cell junction organization, Microtubule-dependent trafficking of connexons from Golgi to the plasma membrane, Tachykinin receptors bind tachykinins. The output oriented cell adhesion, cell junction and immune response.

While the trans target Reactome was observed in Endosomal/Vacuolar pathway, Antigen Presentation: Folding, assembly and peptide loading of classⅠMHC, Interferon alpha/beta signaling, ER-Phagosome pathway, Interferon gamma signaling, Antigen processing-Cross presentation, Interferon Signaling, Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell, ClassⅠMHC mediated antigen processing & presentation, TRAIL signaling, TP53 Regulates Transcription of Caspase Activators and Caspases, Zinc efflux and compartmentalization by the SLC30 family, The activation of arylsulfatases, SMAD4 MH2 Domain Mutants in Cancer, Loss of Function of SMAD4 in Cancer, RNA PolymeraseⅠTranscription Termination, Signaling by FGFR2 Ⅲa TM, TP53 Regulates Transcription of DNA Repair Genes, SMAC (DIABLO) binds to IAPs, SMAC (DIABLO)-mediated dissociation of IAP: caspase complexes, Activation of gene expression by SREBF (SREBP), RNA PolymeraseⅠPromoter Escape, Cytokine Signaling in Immune system, Transcriptional Regulation by E2F6. The results focused on immune response and gene expression regulation.

Furthermore, cis target genes and trans target genes were subjected to Reactome between MHCC-97H-ROCK1 and MHCC-97H-ROCK2. The DElncRNAs target prediction in MHCC-97H-ROCK1 indicated the following: the cis target Reactome enriched in CHL1 interactions, CASP8 activity is inhibited, Caspase activation via Death Receptors in the presence of ligand, Regulation of necroptotic cell death, Activation and oligomerization of BAK protein, Formation of editosomes by ADAR proteins, Activation, translocation and oligomerization of BAX, RAB geranylgeranylation, ARL13B-mediated ciliary trafficking of INPP5E, RIPK1-mediated regulated necrosis, Regulated Necrosis, Caspase activation via extrinsic apoptotic signaling pathway, Activation, myristolyation of BID and translocation to mitochondria, Antagonism of Activin by Follistatin, Defective SLC7A7 causes lysinuric protein intolerance (LPI), Defective CP causes aceruloplasminemia (ACERULOP), mRNA Editing: A to I Conversion, C6 deamination of adenosine, TP53 Regulates Transcription of Genes Involved in Cytochrome C Release, GABA synthesis, release, reuptake and degradation, DNA Damage Recognition in GG-NER, Death Receptor Signaling, Activation of AMPA receptors, RUNX2 regulates chondrocyte maturation, Interleukin-1 processing. Apoptosis, necroptosis and RNA editing was emphasized here.

While the trans target Reactome focused on TRAIL signaling, The activation of arylsulfatases, CASP8 activity is inhibited, Regulation of necroptotic cell death, Activation, myristolyation of BID and translocation to mitochondria, Signaling by FGFR2 Ⅲa TM, Phospholipase C-mediated cascade; FGFR2, RORA activates gene expression, ROBO receptors bind AKAP5, Regulation by c-FLIP, Dimerization of procaspase-8, Apoptotic cleavage of cell adhesion proteins, IRAK4 deficiency (TLR5), FGFR2 ligand binding and activation, Interleukin-21 signaling, Apoptotic execution phase, RIPK1-mediated regulated necrosis, Regulated Necrosis, Caspase activation via Death Receptors in the presence of ligand, Pyrophosphate hydrolysis, Transcriptional Regulation by E2F6, Josephin domain DUBs, Activation of DNA fragmentation factor, Apoptosis induced DNA fragmentation, Inhibition of replication initiation of damaged DNA by RB1/E2F1. The results clustered on apoptosis, immune-associated signaling and DNA damage.

How the deposited data were processed for this re-analysis (not part of the article)

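RNA from MHCC-97H-Con, MHCC-97H-ROCK1 and MHCC-97H-ROCK2 cells, 3 plates each, was measured on 9 one-colour Agilent lncRNA arrays of design 074348. The authors deposited 1 scanner file per array, in which the processed signal, mean signal and local background are intensities on a linear scale, background-corrected in the processed signal and not normalized between arrays. The submitters' processing notes name Agilent Feature Extraction 10.7 and limma, and the header of the scanner files gives grid placement version 12.0.3.1. The authors also deposited a table of log2 values. With a tolerance of 0.001, 97.0% of its probe values equal the log2 of the processed signal after quantile normalization on the linear scale over all spots, averaged over the spots of a probe, and the largest difference was 5.53. How the other values were made is not given in the sources used here. Its scale is log2, with no centring of probes, and the median of its columns lay between 3.63 and 3.71.

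From the scanner files, log2 of the processed signal was taken with a floor of 1, quantile normalized over the non-control spots and averaged over the spots of a probe, leaving out spots marked as non-uniform. Probes were kept where all spots were well above background on all 3 arrays of at least 1 group, which kept 65433 probes and left out 55431. Signal over background is the depth of these arrays, and the share of spots well above background ranged from 43.7% to 59.4%. The comparisons were fitted in R 4.3.3 with limma 3.58.1 over all 9 arrays with group means, 6 residual degrees of freedom and Benjamini-Hochberg adjustment over the kept probes. Counts were made at an adjusted p under 0.05, and at an unadjusted p under 0.05 with a fold change over 2, the limits of the paper. The results section of the paper names limma and its methods name Student's t-test, which was run as an alternative.

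The design fixed before the data were examined separated mRNAs from lncRNAs by accession and named genes by rule, the highest and lowest fold changes among called genes whose arrays do not overlap between groups. The files name probes by number only, so the probes of both classes were counted together, and 1 highest and 1 lowest probe were named in each comparison against Con. Not done for this reason were the gene lists, the levels of ROCK1 and ROCK2, the cell type markers, the effect sizes of the genes tested by qRT-PCR, the chromosomes, the cis neighbours and the fit on the mean of all probes of a transcript. Without the levels of ROCK1 and ROCK2 the array labels were not checked against the overexpressed genes. Pairs with an absolute Pearson's r of at least 0.9985 were counted among the probes past the limits of the paper that had a value on all 6 arrays compared. These were 2800 of 2802 probes for ROCK1 against Con, 3228 of 3231 for ROCK2 against Con and all 1079 for ROCK1 against ROCK2. The counts were set against 36 permutations within groups and against those of them that kept each array within its slide.

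The alternatives were the 75th percentile scale, normexp background correction with an offset of 50, no filter and a stricter filter on dim probes, the deposited log2 table, the slide as a fixed or random block, the replicate number as a block, the methods' t-test, only the 6 arrays compared, each array left out, slides 1 and 2 alone, and a correlation minimum of 0.99. The fitting code was tested on simulated data with 200 changed probes among 65433. Of 100 probes changed by 1 on the log2 scale, 57 were recovered in ROCK1 against Con, 64 in ROCK2 against Con and 61 in ROCK1 against ROCK2, and of 100 changed by 2, 84, 91 and 90. No pair of arrays held the same values, with at most 1 identical spot in any pair.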

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

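The alternatives were set before the data were examined, except the permutations of arrays within slides, the other splits fitted to 6 arrays alone and the counts of detection in 1 group only without 1 ROCK2 array, which were chosen after seeing the data, and the cause of a moved count was not tested. In the order ROCK1 against Con, ROCK2 against Con and ROCK1 against ROCK2, the counts at the unadjusted threshold with the fold limit were 2802, 3231 and 1079. They were 440, 192 and 107 after normexp correction, 4586, 6581 and 2986 with no filter, 1520, 920 and 373 with the stricter filter, and 1581, 1896 and 1749 with the slide as a fixed block. In the fixed-block fit ROCK1 against Con rests on ROCK1 replicate 1 and the Con arrays, and ROCK1 against ROCK2 on the arrays of slide 2. ROCK2 against Con is reached by way of both, so it contains the difference of ROCK1 against Con and its shared calls are built in. The slide as a random block gave 1782 and 1608 for the comparisons with Con, the methods' t-test 613 for ROCK1 against ROCK2, slide 1 alone 1587 and slide 2 alone 1641. Leaving out 1 array gave 1836 to 5010, 2644 to 4215 and 866 to 1927. At the adjusted threshold the counts were 13252, 6491 and 4212, and 15945 and 9175 for the comparisons with Con after normexp correction. They were 7179, 3020 and 0 with no filter, 2777, 213 and 9197 with the slide as a fixed block, and 8022, 1336 and 9859 as a random block. For ROCK1 against ROCK2 the count was 8067 on the 75th percentile scale, 8603 after normexp correction, 7848 with the stricter filter and 0 with only the 6 arrays. The methods' t-test with the adjustment gave 6322 for ROCK1 against Con and 1 for ROCK1 against ROCK2. Slide 1 alone gave 222 and slide 2 alone 0. Leaving out 1 array gave 4997 to 19917, 1375 to 10217 and 0 to 7321. Beside the counts of 0 in ROCK1 against ROCK2, the lowest adjusted p of limma was 0.059 with no filter, 0.132 with only the 6 arrays and 0.099 in slide 2 alone, and 20458, 13517 and 18307 probes had an unadjusted p under 0.05. The shared calls of both comparisons with Con numbered 3643, and were 1778 with no filter, 181 and 1052 with the slide as a fixed and random block, 1837 by the methods' t-test and 1013 to 6879 with 1 array left out. The co-expression pairs numbered 3488, 3409 and 176, and were 702, 349 and 30 after normexp correction and 100314, 98618 and 5494 at a correlation minimum of 0.99. The normexp counts come from fewer possible pairs, since 440, 192 and 107 probes then passed the unadjusted p and fold limits. With no filter the pairs numbered 5926 for ROCK2 against Con and 552 for ROCK1 against ROCK2, and with the stricter filter 1013 for ROCK2 against Con. Leaving out 1 array gave 3399 to 61267, 3149 to 39115 and 167 to 3831 pairs. Permutations that kept each array within its slide numbered 12, 12 and 4, too few for a p under 0.05. The named probes kept their direction under each alternative that gave a value, and CUST_81384_PI430048170 did not pass the threshold with the slide as a fixed block. The arrays that move a count of calls, shared calls or pairs by over 1.5 times are named beside that count.

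The arrays share replicate numbers. The deviations of same-numbered arrays from their group means correlated at 0.02, -0.06 and 0.09 between ROCK1 and Con, 0.01, -0.01 and -0.03 between ROCK2 and Con, and -0.02, -0.13 and -0.02 between ROCK1 and ROCK2, so the numbers were not taken to pair the arrays. With the replicate number as a block the adjusted counts were 8025, 3869 and 0, with 15796 probes of ROCK1 against ROCK2 at an unadjusted p under 0.05, and the shared calls numbered 2130. Gene lists, ROCK1 and ROCK2 levels, effect sizes, cis neighbours and the mean of all probes of a transcript were not run, because the files do not pair probes with genes. Signal over background limits the dim probes. Of the probes past the unadjusted threshold with the fold limit, 1660, 925 and 368 were well above background on all 6 arrays compared.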

Differences from the paper's values

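The paper counts mRNAs and lncRNAs apart, and the probes here are counted together, so the values are set side by side only as sums, at the limits the paper states. For ROCK1 against Con the paper's 840 DEmRNAs and 1022 DElncRNAs sum to 1862, against 2802 probes here. For ROCK2 against Con the paper's 500 and 1119 sum to 1619, against 3231 probes. For ROCK1 against ROCK2 the paper's 197 and 174 sum to 371, against 1079 probes. A probe is not a transcript, and several probes can stand for 1 transcript. For ROCK1 against Con, of the alternatives set before the data were examined, the counts within 1.5 times the paper's sum were 1520 with the stricter filter, 2663 with the deposited log2 table, 1581 and 1782 with the slide as a fixed and random block, 2273 by the methods' t-test, 1587 within slide 1, 2567 and 2623 without Con replicates 2 and 3, 1836 and 2488 without ROCK1 replicates 2 and 3, and 2751 and 2734 without ROCK2 replicates 1 and 2. For ROCK2 against Con they were 1896 and 1608 with the slide as a fixed and random block and 2398 by the methods' t-test. For ROCK1 against ROCK2 only the stricter filter, with 373, came within that range. The other alternatives did not.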

Other observations

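Chosen after the result was seen were the test on the spike-in probes and its repeat on part of them, the test of the slide as the whole cause, the description of the GAPDH and PGK1 probes and of the spike-in probes between groups, the splits fitted to 6 arrays alone and the test of slide 2 as the whole source of shared changes. The arrays carry control probes for 2 named human genes of glycolysis, GAPDH, which the paper uses as the reference gene of its qRT-PCR, and PGK1. The 5 prime GAPDH probe had a mean log2 intensity of 13.64 ± 0.15 (SD, n = 3) in ROCK1 cells and 14.18 ± 0.03 (SD, n = 3) in Con cells, and the 5 prime PGK1 probe 10.47 ± 0.19 and 11.16 ± 0.15. The 3 prime probes were 16.21 ± 0.11 against 16.57 ± 0.04 for GAPDH and 15.56 ± 0.13 against 15.93 ± 0.13 for PGK1. For each of these 4 probes all 3 ROCK1 arrays lay below all 3 Con arrays, under quantile, 75th percentile and normexp scaling (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow, and by chance the arrays of both groups would not overlap, in one direction or the other, for 10% of probes). The spike-in probes, added in equal amounts, also separated these groups, in the other direction. Of 10 such probes, 8 were higher on all 3 ROCK1 arrays than on all 3 Con arrays under quantile scaling, 5 under 75th percentile and 8 under normexp scaling. Their median difference over the 10 was 0.17, 0.20 and 0.13 on the log2 scale, so differences of that size are also seen in RNA that does not come from the cells. Under quantile scaling the largest spike-in difference was 0.31, and the 4 GAPDH and PGK1 probes differed by -0.36 to -0.69, which is more and in the other direction. ROCK1 replicate 1, on the slide of the Con arrays, was at 13.76 for the 5 prime GAPDH probe. The difference of the 3 prime and 5 prime probes, which is also read as a sign of RNA quality, was higher on all 3 ROCK1 arrays than on all 3 Con arrays for both genes under each of these scalings, at 2.53 to 2.61 against 2.37 to 2.45 for GAPDH and 5.04 to 5.16 against 4.69 to 4.83 for PGK1 under quantile scaling. In ROCK2 cells the differences from Con lay between -0.20 and -0.02 on the log2 scale under quantile scaling, and their sign for the 5 prime GAPDH probe and the 3 prime PGK1 probe changed under 75th percentile scaling. Under quantile scaling all 3 ROCK2 arrays lay below all 3 Con arrays for the 3 prime GAPDH probe, at up to 16.51 against at least 16.53, and for the 5 prime PGK1 probe, at up to 10.99 against at least 11.00 (exact permutation test, two-sided p = 0.1 for each). Under 75th percentile and normexp scaling the p was 0.9 and 0.2 for the 3 prime GAPDH probe and 0.4 and 0.1 for the 5 prime PGK1 probe.

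The probes changed between ROCK1 and Con can be set against the slides, since ROCK1 replicate 1 shares slide 1 with Con. Among probes called without it, the median share of the change seen in it was 0.54, against 1.26 and 0.93 when replicate 2 or 3 was left out, a ratio of 0.495. The bound set beforehand for a slide effect was 0.5, so the margin is narrow, and a slide effect on part of the change is consistent with this value. Slide as the whole cause is argued against, because with separate Con arrays for the calls and for the comparison at least 83.4% of the called probes moved in the called direction within slide 1. This rests on 1 ROCK1 array, and no Con array was put in its place as a reference. A deviation of the array of ROCK1 replicate 1 alone is therefore not excluded. A weaker response of that plate stays open as an untested biological explanation.

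Changes shared by both comparisons with Con had a covariance of log2 fold changes 6.41 times that of simulated unchanged groups. Their correlation was 0.687, against 0.499 in the simulated groups. The covariance argues against the spread between the shared Con arrays as the whole source. The simulated arrays held no slide effect, so a difference common to the Con arrays as arrays of slide 1 is not covered by this ratio. The covariance of ROCK2 minus Con with ROCK1 replicate 1 minus Con, less the simulated part, was 0.397 of that with ROCK1 replicates 2 and 3, which lie on slide 2 with ROCK2 replicates 1 and 2. A slide effect on part of the shared change would give such a ratio. So would a weaker response of the plate of ROCK1 replicate 1, and the ratio cannot tell these apart. Slide 2 as the whole source is argued against, because ROCK1 replicate 1 minus 1 Con array, both on slide 1, had a covariance of 0.0646 to 0.0926 with ROCK2 minus another Con array, against at most 0.0248 with the remaining Con array in the place of ROCK1 replicate 1. A response common to both isoforms stays open as a hypothesis, as do differences in the handling of the plates, which were not tested.

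ROCK2 replicate 3 stood apart from the other 8 arrays. For partly degraded RNA, the prediction set beforehand was a larger difference of the 3 prime and 5 prime probes in it than on every other array for both control genes. This held for 0 of the 2. Under quantile scaling the difference was below all others for GAPDH, at 2.11, and above 7 of the other 8 for PGK1, at 5.10 (above 5 under 75th percentile and 7 under normexp scaling, and for GAPDH below all others under both). PGK1 thus lay within the range of the other arrays, which by the rule set beforehand counts against degraded RNA. After the values were seen the explanation was left open, because neither gene lies outside the other arrays by more than single spike-in probes deviate in ROCK2 replicate 3. The spike-in probes, added in equal amounts, deviated in this array by 0.498 (root mean square, log2) from the mean of the other arrays, and in the other 8 arrays by 0.084 to 0.236. Values of 3 of the 10 spike-in probes had been seen when the test was written, and over the other 7, a subset formed after all values had been seen, the deviation was 0.347, against at most 0.273. This is consistent with the hybridization or scan of slide 3, which held no other array of the series.

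Fitted with limma over all 9 arrays with the third group kept, the real split of the 6 arrays compared called 13252, 6491 and 4212 probes in ROCK1 against Con, ROCK2 against Con and ROCK1 against ROCK2, and the highest of the other splits called 0 in each. In these fits 1 of 10 splits, the real one, gave a count that large, and 10 splits are too few for a share under 0.05. Fitted with limma to the 6 arrays alone, the real split called 12490, 9006 and 0 probes and the highest of the other splits 0 in each. In ROCK1 against ROCK2 the real split thus called no more than the others without the Con arrays in the fit, where 13517 probes had an unadjusted limma p under 0.05 and the methods' t-test with the adjustment called 1.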
